# Heterogeneous beta-catenin activation is sufficient to cause hepatocellular carcinoma in zebrafish

**DOI:** 10.1242/bio.047829

**Published:** 2019-10-01

**Authors:** Sharanya M. Kalasekar, Srishti Kotiyal, Christopher Conley, Cindy Phan, Annika Young, Kimberley J. Evason

**Keywords:** Zebrafish, Hepatocellular carcinoma, CreLox, Single-cell RNAseq, Beta-catenin

## Abstract

Up to 41% of hepatocellular carcinomas (HCCs) result from activating mutations in the *CTNNB1* gene encoding β-catenin. HCC-associated *CTNNB1* mutations stabilize the β-catenin protein, leading to nuclear and/or cytoplasmic localization of β-catenin and downstream activation of Wnt target genes. In patient HCC samples, β-catenin nuclear and cytoplasmic localization are typically patchy, even among HCC with highly active *CTNNB1* mutations. The functional and clinical relevance of this heterogeneity in β-catenin activation are not well understood. To define mechanisms of β-catenin-driven HCC initiation, we generated a Cre-lox system that enabled switching on activated β-catenin in (1) a small number of hepatocytes in early development; or (2) the majority of hepatocytes in later development or adulthood. We discovered that switching on activated β-catenin in a subset of larval hepatocytes was sufficient to drive HCC initiation. To determine the role of Wnt/β-catenin signaling heterogeneity later in hepatocarcinogenesis, we performed RNA-seq analysis of zebrafish β-catenin-driven HCC. At the single-cell level, 2.9% to 15.2% of hepatocytes from zebrafish β-catenin-driven HCC expressed two or more of the Wnt target genes *axin2*, *mtor*, *glula*, *myca* and *wif1*, indicating focal activation of Wnt signaling in established tumors. Thus, heterogeneous β-catenin activation drives HCC initiation and persists throughout hepatocarcinogenesis.

## Abstract (precis)

**Summary:** Here we show that expression of activated β-catenin in a subset of early hepatocytes is sufficient to drive liver tumorigenesis. Heterogeneity in β-catenin activation continues during HCC progression.

## INTRODUCTION

Liver cancer is the seventh most commonly occurring cancer in the world and the third highest contributor to cancer-related mortality (Ghouri et al., 2017). Hepatocellular carcinoma (HCC) comprises over 90% of all primary liver cancers (Lin et al., 2017). Approved chemotherapeutic strategies against HCC include multi-kinase inhibitors and immune-checkpoint inhibitors. However, patient response to these drugs and improvement in survival are marginal (Zhu and Hoshida, 2018). Genome-wide analyses of clinical HCC samples reveal a range of functional molecular aberrations that can be grouped into distinct molecular subclasses (Chiang et al., 2008). A substantial subset of HCC (13–41%) is defined by activating mutations in the gene encoding β-catenin (*CTNNB1*) (Khalaf et al., 2018).

β-catenin is a multifunctional protein with two cellular pools: one pool acts in the canonical Wnt signaling pathway, while the other pool functions independently of Wnt, connecting cadherins to the actin cytoskeleton as part of adherens junctions (Monga, 2015). Activation of the Wnt pathway triggers cytoplasmic accumulation of β-catenin, followed by nuclear localization and activation of downstream target genes that function in a variety of processes including embryonic development and hepatoblast differentiation, proliferation and survival (Giles et al., 2003; Goessling et al., 2008; Laurent-Puig et al., 2001; Russell and Monga, 2018; Sanyal et al., 2010; So et al., 2013; Tan et al., 2008). Aberrant activation of the Wnt pathway is associated with several types of cancer including endometrial cancer, melanoma, colorectal cancer and HCC (Kim and Jeong, 2019). Oncogenic mutations stabilize the β-catenin protein, leading to nuclear and/or cytoplasmic localization of β-catenin and activation of Wnt target genes (Austinat et al., 2008; de La Coste et al., 1998). Given that β-catenin mutations act as drivers or initiating events in HCC (Laurent-Puig et al., 2001; Nault et al., 2013; Torrecilla et al., 2017; Zucman-Rossi et al., 2006), and that β-catenin accumulates in the nucleus or cytoplasm in half of all cancer cases (Shang et al., 2017), it is imperative to define the pathogenesis of β-catenin-driven cancer using vertebrate models.

Researchers are beginning to understand the importance of intratumor heterogeneity in the pathogenesis and treatment of cancer, including HCC (Zhu and Hoshida, 2018). Eighty-seven percent of HCC show intratumor heterogeneity with respect to morphology, immunohistochemistry and/or mutational status of *CTNNB1* or *TP53* (Friemel et al., 2015). In β-catenin-driven HCC, *CTNNB1* mutations are generally ubiquitous within each tumor (Torrecilla et al., 2017), but nuclear and cytoplasmic localization of β-catenin is heterogeneous in both animal models (Evason et al., 2015; Qiao et al., 2018) and patients (Friemel et al., 2015; Rebouissou et al., 2016). For example, we previously reported that hepatocyte-specific expression of activated β-catenin in zebrafish [*Tg(fabp10a*:*pt-β-cat)*] leads to HCC in 78% of animals by 6 months post fertilization (mpf) (Evason et al., 2015). These zebrafish HCC share morphologic and genetic similarities with human HCC (Evason et al., 2015). Although *Tg(fabp10a*:*pt-β-cat)* zebrafish contain the transgene encoding activated β-catenin in all hepatocytes, β-catenin nuclear and/or cytoplasmic staining is only observed in scattered cells in these zebrafish HCC (Evason et al., 2015). This heterogeneity is also seen in patients; even among HCC with similar, highly active *CTNNB1* mutations affecting the D32-S37 region of exon 3, β-catenin still displays heterogeneous expression/localization patterns ranging from absent to rare to frequent nuclear staining (Rebouissou et al., 2016). The clinical and functional significance of heterogeneous β-catenin localization in HCC progression are unclear.

One possible explanation for this variable β-catenin localization is that only very low levels of activated β-catenin, undetectable by immunohistochemistry, are required to drive target gene expression. Supporting this hypothesis is that diverse β-catenin mutations and β-catenin nuclear/cytoplasmic localization correlate with expression of the β-catenin target gene glutamine synthetase (GS) and strong, diffuse immunohistochemical staining for GS (Adebayo Michael et al., 2019; Audard et al., 2007; Austinat et al., 2008; Cieply et al., 2009; Friemel et al., 2015; Rebouissou et al., 2016; Zucman-Rossi et al., 2006). However, Hale et al. found that 83% (39/47) of HCC with diffuse GS staining lacked exon 3 β-catenin mutation (Hale et al., 2016), and Austinat et al. reported that 71% (25/35) of immunohistochemically GS-positive tumors had no detectable β-catenin mutation (Austinat et al., 2008). These results imply that GS may be turned on by β-catenin-independent mechanisms. In this case, diffuse GS expression would not necessarily indicate diffuse β-catenin activation. An alternative explanation for the heterogeneous staining is that β-catenin activity is only required in a subset of cells to drive HCC progression through mechanisms that are at least partly non-cell-autonomous.

A related question to the significance of heterogeneous β-catenin in HCC progression is the role of β-catenin in HCC initiation: is activated β-catenin required in most or all hepatocytes to initiate HCC, or is its presence in a subset of hepatocytes sufficient for tumor initiation? In most transgenic animal models of HCC (He et al., 2015; Wrighton et al., 2019), including those driven by activated β-catenin (Evason et al., 2015), the oncogene of interest is present in most or all hepatocytes, but it is not clear if this diffuse expression is a requirement for tumor initiation. In mice, activated β-catenin expression in a progenitor population representing 4% of developing liver cells was sufficient to initiate HCC, although 42% of HCC-bearing mice also had hepatoblastomas (Mokkapati et al., 2014). Using a distinct vertebrate HCC model may help to more definitively determine if activated β-catenin expression in a subset of hepatocytes can initiate HCC.

In this study, we tested two related hypotheses: (1) activated β-catenin in a subset of early hepatocytes is sufficient to initiate HCC; and (2) β-catenin activity is heterogeneous during HCC progression. We used zebrafish to develop a vertebrate model of HCC that allows spatial and temporal control of β-catenin activation and performed single-cell and bulk RNA-sequencing of β-catenin-driven HCC. Our results support the hypothesis that activated β-catenin expression in a small subset of hepatocytes is sufficient to drive HCC initiation and indicate the presence of diverse populations of hepatocytes with heterogeneous Wnt target gene expression during HCC progression.

## RESULTS

### Designing a system of modular switches to turn on β-catenin

To define mechanisms of β-catenin-driven hepatocarcinogenesis, we sought to turn on activated β-catenin with temporal and spatial control by developing a system of modular switches. We chose a Cre-lox system because this switch produces an irreversible, all-or-none event that occurs on a cell-by-cell basis depending on whether or not Cre-mediated recombination has taken place within that cell or its predecessors. In our system of modular switches, the *Tg(fabp10a:CreERT2)* line is used as a driver (Fig. 1A and Table S1). This transgenic line consists of *CreER^T2^* cDNA, encoding Cre recombinase fused to the modified ligand-binding domain of the human estrogen receptor (ER^T2^) (Branda and Dymecki, 2004; Feil et al., 1997; Metzger and Chambon, 2001), downstream of the hepatocyte-specific *fabp10a* promoter (Her et al., 2003b). The lox-switch part of our modular system consists of the *Tg(fabp10a:loxP-BFP-loxP-Xla.Ctnnb1)* line, hereafter referred to as *Tg(fabp10a:flox-pt-β-cat)*, wherein the *fabp10a* promoter drives expression of activated β-catenin preceded by a blue fluorescent protein (BFP)-STOP cassette flanked by loxP sites (Fig. 1A). In the absence of Cre, transgenic β-catenin remains inactive and BFP is expressed under the control of the *fabp10a* promoter. When Cre is active within a cell, the BFP coding sequence is irreversibly removed, placing activated β-catenin immediately downstream of the *fabp10a* promoter. The resulting *Tg(fabp10a:CreERT2); Tg(fabp10a:flox-pt-β-cat)* system is expected to have spatial control, as activated β-catenin is switched on only in hepatocytes due to the use of the *fabp10a* promoter to drive both components of the switch. We also predicted the system to be temporally controlled by tamoxifen treatment.

**Fig. 1.**
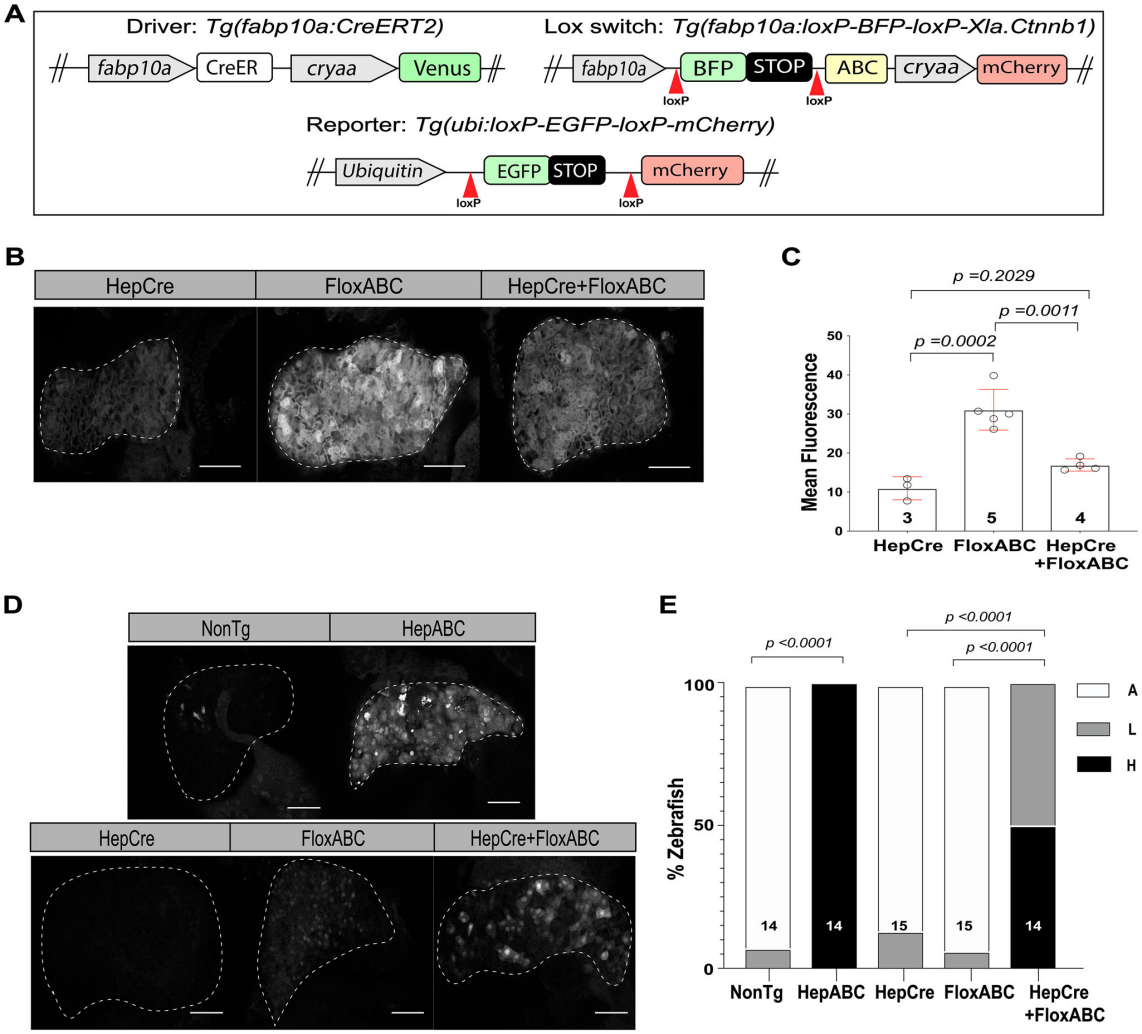
**CreLox system enables switching on activated β-catenin.** (A) Schematics of DNA constructs used in this study. Grey boxes indicate promoters; red arrowheads indicate loxP sites. ABC, Activated β-catenin. (B,C) Switching in *Tg(fabp10a:Cre)* (HepCre)*,Tg(fabp10a:flox-pt-β-cat)* (FloxABC) and *Tg(fabp10a:Cre); Tg(fabp10a:flox-pt-β-cat)* (HepCre+FloxABC) larvae imaged at 5 dpf for BFP expression, detected by immunofluorescence using an anti-GFP antibody. Successful switching is indicated by loss of BFP expression. (B) Representative images. Livers are outlined. Scale bars: 50 µm. (C) Scatter plot with bar graph quantifying switching in terms of mean intensity of GFP fluorescence, ±standard deviation (s.d.). *P*-values derived using Sidak's multiple comparisons test following ordinary one-way ANOVA. *N* values are shown above x axis. Experiment was performed three times, with similar results each time, and representative results are shown. (D,E) Wnt reporter activity in *Tg(fabp10a:Cre)* (HepCre)*,Tg(fabp10a:flox-pt-β-cat)* (FloxABC) and *Tg(fabp10a:Cre); Tg(fabp10a:flox-pt-β-cat)* (HepCre+FloxABC) siblings imaged at 5 dpf alongside *Tg(fabp10a:pt-β-cat)* (HepABC) and non-transgenic siblings (NonTg). All zebrafish contain *7xTCF-Xla.Siam:*mCherry transgene for visualization of Wnt reporter activity by immunofluorescence. (D) Representative images of Wnt reporter activity (*7xTCF-Xla.Siam:*mCherry). Livers are outlined. Scale bars: 50 µm. (E) Stacked bar graphs showing percent of zebrafish with absent (A), low (L, involving <10% of hepatocytes) or high (H, involving >10% of hepatocytes) Wnt reporter activity. *P*-values derived using Fisher's exact test. *N* values are shown above x axis. Three experiments were pooled.

We first tested the efficiency of the lox-switch [*Tg(fabp10a:flox-pt-β-cat)*], examining the effect of Cre recombinase on BFP expression and Wnt reporter activity using the previously characterized *Tg(fabp10a:Cre)* zebrafish (Ni et al., 2012) and the Wnt reporter line *Tg(7xTCF-Xla.Siam: mCherry)*, wherein cells with active Wnt signaling show nuclear mCherry expression (Moro et al., 2012). We found that BFP expression was significantly reduced and Wnt reporter activity was significantly increased in *Tg(fabp10a:Cre); Tg(fabp10a:flox-pt-β-cat)* zebrafish livers compared to control siblings without Cre recombinase (Fig. 1B–E). These data indicate that *Tg(fabp10a:flox-pt-β-cat)* zebrafish express functional activated β-catenin in their livers in the presence of Cre recombinase.

To confirm the efficiency of *Tg(fabp10a:CreERT2)* in driving tamoxifen-responsive, irreversible recombination, we employed the previously characterized Cre-dependent reporter line *Tg(ubi:loxP-EGFP-loxP-mCherry)*, hereafter referred to as *Tg(ubi:switch)*, wherein switching can be quantified based on gain of mCherry expression and concurrent loss of EGFP expression (Mosimann et al., 2011). At 6 dpf, we observed mCherry expression in 48% of 4-hydroxytamoxifen (TAM)-treated *Tg(fabp10a:CreERT2);Tg(ubi:switch)* hepatocytes (100% of zebrafish showed mCherry expression in some hepatocytes), significantly more than in TAM-treated *Tg(ubi:switch)* hepatocytes lacking Cre expression (6% of hepatocytes, *P*=0.0001; 73% of zebrafish) (Fig. 2A,B). We did not observe a significant increase in mCherry-expressing hepatocytes at 6 dpf in *Tg(fabp10a:CreERT2);Tg(ubi:switch)* siblings treated with vehicle (ethanol) or incubated in egg water alone (Fig. 2B and Fig. S1). There was no detectable mCherry expression in non-hepatocyte cell types including endothelial cells, biliary cells, or intestinal tissues of *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish (Fig. 2A and Fig. S1). Thus, *fabp10a:*CreERT2 effectively mediates recombination specifically in hepatocytes in response to TAM treatment.

**Fig. 2.**
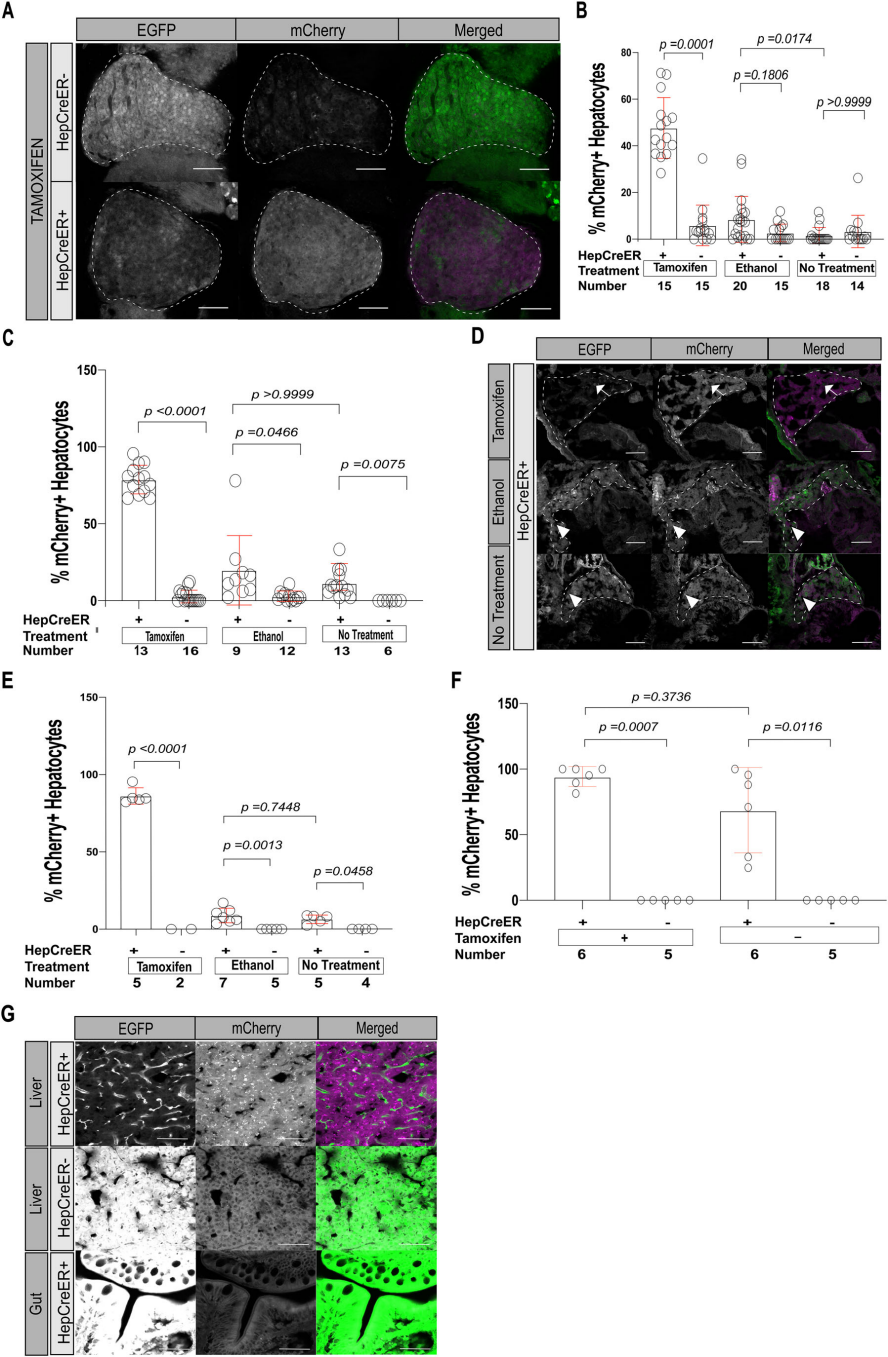
**Analysis of *Tg(ubi:switch)* larvae shows *fabp10a:*CreERT2 leads to significant switching by 10 dpf even in the absence of tamoxifen treatment.** (A,B) Switching in *Tg(ubi:switch)* zebrafish without (HepCreER−) and with (HepCreER+) the *fabp10a:*CreERT2 transgene, incubated with 4-hydroxytamoxifen (tamoxifen), ethanol, or egg water alone (no treatment) from 3 to 6 dpf and imaged at 6 dpf for EGFP and mCherry expression. Successful switching is indicated by loss of EGFP and gain of mCherry expression. (A) Representative images. Scale bars: 50 µm. Livers are outlined. (B) Scatter plot with bar graph quantifying switching in terms of ratio of hepatocytes that switched (mCherry+) relative to the total number of hepatocytes, ±s.d. *P*-values derived using Kruskal–Wallis non-parametric ANOVA followed by Dunn's multiple comparisons test. Graph shows combined data from two experiments. (C,D) Quantification of switching at 10 dpf in *Tg(fabp10a:CreERT2);Tg(ubi:switch)* (HepCreER+) and *Tg(ubi:switch)* (HepCreER−) larvae, incubated with tamoxifen, ethanol, or no treatment from 3 to 6 dpf. (C) Scatter plot with bar graph showing percentage of hepatocytes that switched (mCherry+) relative to the total number of hepatocytes, ±s.d. *P*-values obtained using Kruskal–Wallis non-parametric ANOVA followed by Dunn's multiple comparisons test. Graph represents combined data values from three experiments. (D) Representative images of HepCreER+ larvae. In TAM-treated zebrafish (top panels), most hepatocytes show switching (loss of EGFP and gain of mCherry expression); arrows indicate hepatocytes without switching. HepCreER+ zebrafish not treated with TAM (middle and bottom panels) show occasional cells with switching (arrowheads). Livers are outlined. Scale bars: 50 µm. (E) Quantification of switching at 20 dpf in HepCreER+ and HepCreER− larvae, incubated with tamoxifen, ethanol, or no treatment from 3 to 6 dpf. Scatter plot with bar graph shows percentage of hepatocytes that switched (mCherry+) relative to the total number of hepatocytes, ±s.d. *P*-values obtained using Sidak's multiple comparisons test following ordinary one-way ANOVA. This experiment was performed once. (F,G) Quantification of switching in adult (3 mpf) HepCreER+ and HepCreER− zebrafish, incubated with tamoxifen, ethanol, or no treatment from 3 to 6 dpf. (F) Scatter plot with bar graph shows the percentage of hepatocytes that switched (mCherry+) relative to the total number of hepatocytes, ±s.d. Graph represents combined data values from two experiments. *P*-values obtained using non-parametric Kruskal–Wallis test followed by Dunn's multiple comparisons test. (G) Representative images of liver (top and middle panels) or gut (bottom panel) cryosections showing complete switching (top panel) or no switching (middle and bottom panels). Scale bars: 40 µm.

To determine how tightly TAM controls Cre activity in *Tg(fabp10a:CreERT2)* zebrafish, we quantified the numbers of hepatocytes undergoing switching in *Tg(fabp10a:CreERT2)* larvae at later time points. At 10 dpf, we observed mCherry expression in 79% of TAM-treated *Tg(fabp10a:CreERT2);Tg(ubi:switch)* hepatocytes (100% of zebrafish), significantly more than in TAM-treated *Tg(ubi:switch)* hepatocytes (2.7% of hepatocytes, *P*<0.0001; 37.5% of zebrafish) (Fig. 2C,D, and Fig. S2). Ethanol-treated *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish also exhibited significantly more switching (20% of hepatocytes; 100% of zebrafish) than the *Tg(ubi:switch)* group (2.8% of hepatocytes, *P*=0.0349; 75% of zebrafish) (Fig. 2C,D, and Fig. S2). In the untreated groups we observed significantly more mCherry expression in *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish (11.5% of hepatocytes; 100% of zebrafish) than in *Tg(ubi:switch)* siblings (0% of hepatocytes, *P*=0.0056; 0% of zebrafish) (Fig. 2C,D, and Fig. S2). At 20 dpf, the differences were essentially maintained. TAM-treated *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish again showed significantly higher switching (86% of hepatocytes; 100% of zebrafish) than *Tg(ubi:switch)* siblings (0% of hepatocytes, *P*<0.0001; 0% of zebrafish) (Fig. 2E and Fig. S3). In the ethanol-treated and untreated groups, *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish showed significantly more switching (8.8% and 6.5% of hepatocytes; 100% and 100% of zebrafish) than *Tg(ubi:switch)* siblings (0% and 0% of hepatocytes, *P*=0.0010 and 0.0346; 0% and 0% of zebrafish) (Fig. 2E and Fig. S3). Variation in percent of switching at 6 dpf, 10 dpf, and 20 dpf may be related to technical differences in quantification at the different time points. This analysis of TAM-independent switching in larval zebrafish reveals that *fabp10a:*CreERT2 leads to a background level of switching in about 9% of larval hepatocytes (mean of untreated and ethanol-treated groups at 6, 10 and 20 dpf), even in the absence of TAM treatment.

To characterize TAM-dependent and TAM-independent switching in adult male and female zebrafish, *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish and *Tg(ubi:switch)* siblings were raised to 3 mpf and treated with TAM, vehicle, or water only (untreated). One week post-treatment, we observed mCherry expression in 94% of TAM-treated *Tg(fabp10a:CreERT2);Tg(ubi:switch)* hepatocytes (100% of zebrafish), significantly more than in TAM-treated *Tg(ubi:switch)* siblings (0% of hepatocytes, *P*=0.0007; 0% of zebrafish) (Fig. 2F,G). We found that 69% of vehicle-treated and untreated *Tg(fabp10a:CreERT2);Tg(ubi:switch)* hepatocytes (100% of zebrafish), also expressed hepatic mCherry in the liver [*P*=0.0116 compared to *Tg(ubi:switch)* siblings] (Fig. 2F). The percent of hepatocytes that had switched was not significantly different in TAM-treated *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish than in vehicle-treated and untreated control siblings (*P*=0.3736). In all zebrafish, non-hepatocyte tissues including intestine showed only EGFP expression (Fig. 2G), confirming the hepatocyte specificity of *fabp10a*:CreERT2. Thus, although the majority of hepatocytes have already switched by 3 mpf even in the absence of TAM treatment, TAM treatment of adult *Tg(fabp10a:CreERT2)* zebrafish increases the percentage of switched hepatocytes by 25% (96% minus 69%), enabling switching on β-catenin in a subset of adult hepatocytes.

### Oncogene switching in larval livers leads to HCC in adults

We developed a CreLox system (*Tg(fabp10a:CreERT2);Tg(fabp10a:flox-pt-β-cat)* zebrafish, hereafter referred to as CreLox) that enables switching on activated β-catenin in (1) the majority of larval hepatocytes in response to TAM or (2) a subset (about 9%) of larval hepatocytes in the absence of TAM. We used this CreLox model to test two related hypotheses: (1) switching on activated β-catenin in the majority of larval hepatocytes is sufficient to drive liver tumorigenesis; and (2) switching on activated β-catenin in a subset of larval hepatocytes is sufficient to drive liver tumorigenesis. CreLox zebrafish*,* along with sibling controls lacking either the Cre driver or the lox-switch transgene, were treated with 10 μM TAM or vehicle from 3 dpf to 6 dpf and then maintained under standard conditions until 6 mpf. In parallel under the same husbandry conditions, we maintained *Tg(fabp10a:pt-β-cat)* zebrafish, which carry activated β-catenin under direct control of the *fabp10a* promoter, and non-transgenic sibling controls.

To determine HCC incidence at 6 mpf, we determined liver-to-body-mass ratios and performed histologic analysis of male and female zebrafish. Hematoxylin and Eosin-stained slides were blinded and examined by a board-certified pathologist with subspecialty fellowship training in liver pathology (K.J.E.), and HCC was diagnosed in accordance with previously defined criteria (Evason et al., 2015; Mudbhary et al., 2014). In addition to categorizing samples as ‘HCC’ or ‘no/minimal changes’, we also included an ‘intermediate’ category to account for samples showing abnormalities that did not meet diagnostic criteria for HCC. As we reported previously, *Tg(fabp10a:pt-β-cat)* zebrafish exhibited significantly increased liver-to-body mass ratios (*P*<0.0001) and had significantly more HCC by histologic analysis than non-transgenic control siblings (85% versus 0%; *P*=0.0002) (Fig. 3A–C).

**Fig. 3.**
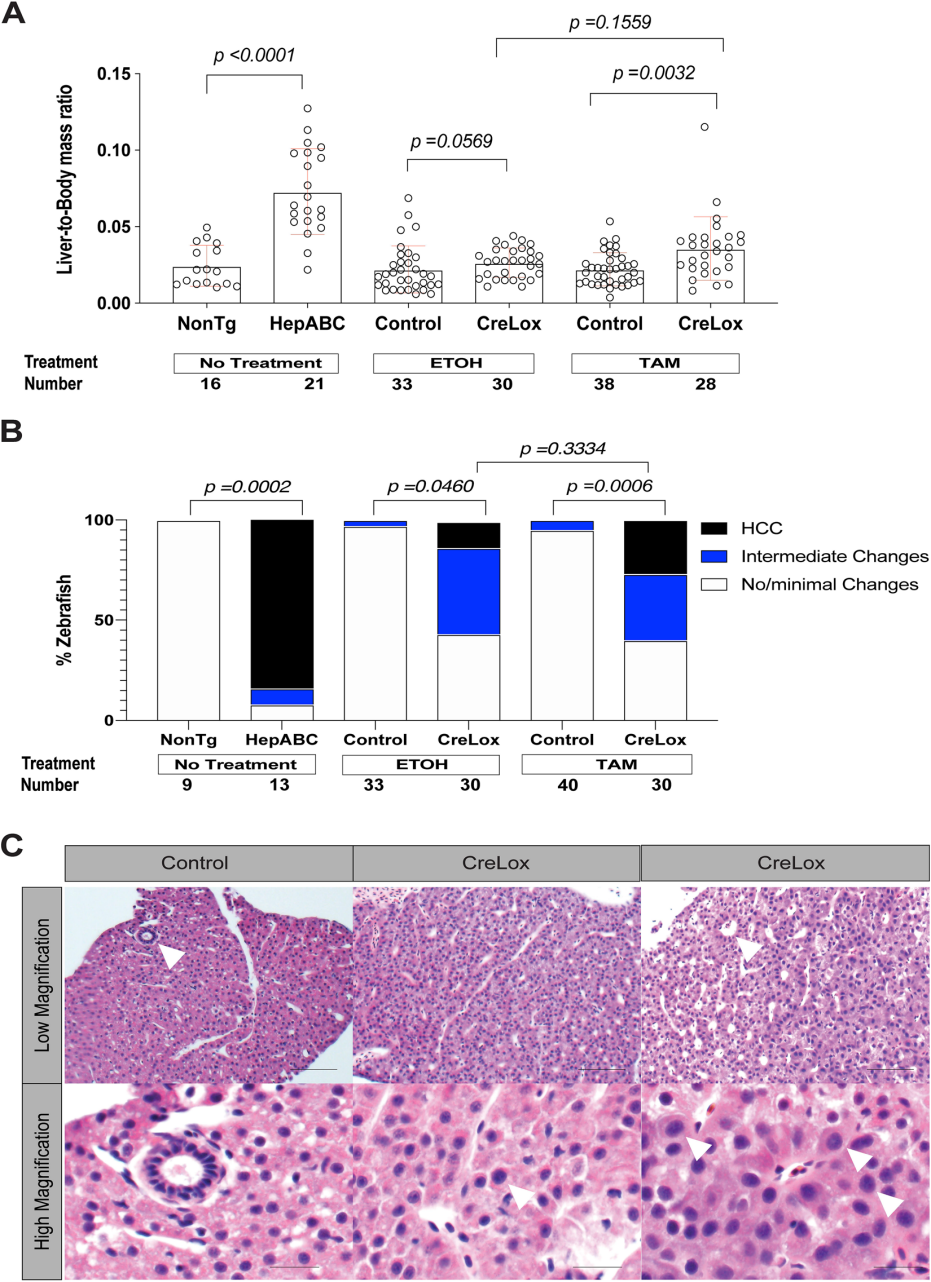
**Switching on activated β-catenin (ABC) in larval zebrafish results in hepatocellular carcinoma (HCC) in adult zebrafish.** CreLox [*Tg(fabp10a:CreER^T2^); Tg(fabp10a:flox-pt-β-cat)*] zebrafish and control siblings lacking either the Cre driver or lox-switch transgene [*Tg(fabp10a:flox-pt-β-cat)* and *Tg(fabp10a:CreER^T2^)*, control], were treated with 4-hydroxytamoxifen (TAM) or vehicle control (ethanol, EtOH) from 3 to 6 dpf. Livers were weighed and examined microscopically 6 months later alongside livers from non-transgenic (NonTg) and *Tg(fabp10a:pt-β-cat)* (HepABC) zebrafish. Data were pooled from two experiments for NonTg and HepABC groups and from five experiments for control and CreLox groups treated with ETOH or TAM. (A) Scatter plot showing liver mass normalized to total body mass, ±s.d. *P*-values derived from Kruskal–Wallis non-parametric ANOVA followed by Dunn's multiple comparisons test. (B) Stacked bar graph showing the percentage of zebrafish per tested group categorized as no/minimal changes, intermediate changes, or HCC. *P*-values derived using Fisher's exact test comparing samples with and without HCC. (C) Representative H&E stained histological images from TAM-treated zebrafish. Left panels: control liver showing normal architecture with scattered bile ducts (arrowhead, top panel) and round, smooth, similarly sized nuclei (bottom panel); it was scored as no/minimal changes. Middle panels: CreLox liver showing minimal architectural abnormalities (top panel) and mild cytologic abnormalities including focal nuclear enlargement (arrowhead, bottom panel); it was scored as intermediate changes. Right panels: CreLox liver with moderate architectural abnormalities including pseudoglands (arrowhead, top panel) and moderate cytologic abnormalities including enlarged irregularly shaped nuclei (arrowheads, bottom panel); it was scored as HCC. Scale bars: 20 µm (top panels) and 10 µm (bottom panels).

TAM-treated CreLox zebrafish exhibited significantly increased liver-to-body mass ratios (*P*=0.0032) and had significantly more HCC histologically than TAM-treated control siblings (27% versus 0%; *P*=0.0006) (Fig. 3A–C). TAM-treated CreLox zebrafish also displayed intermediate changes more frequently than TAM-treated sibling controls (33% versus 5%; *P*=0.0029) (Fig. 3B,C). These results indicate that CreERT2-mediated switching on of activated β-catenin in most hepatocytes, beginning at 3 dpf, leads to HCC in adult zebrafish.

In the absence of TAM, CreLox zebrafish exhibited slightly increased liver-to-body mass ratios compared to sibling controls, although this difference was not statistically significant (*P*=0.0569). Liver-to-body mass ratios in CreLox zebrafish were similar in the presence and absence of TAM (*P*=0.1559). We found that 13% of vehicle-treated CreLox zebrafish showed HCC by histologic analysis, significantly more than in vehicle-treated control siblings (0%; *P*=0.0460) and similar to TAM-treated CreLox zebrafish (27%; *P*=0.3334) (Fig. 3B,C). The rate of intermediate changes in vehicle-treated CreLox zebrafish was also significantly greater than in vehicle-treated control siblings (43% versus 3%; *P*=0.0001) and similar to the rate in TAM-treated CreLox siblings (*P*=0.5959) (Fig. 3B,C). The finding of HCC and intermediate changes in CreLox zebrafish in the absence of TAM supports the hypothesis that switching on activated β-catenin in a subset of larval hepatocytes is sufficient to drive liver tumorigenesis.

Taken together, these results show that TAM treatment in CreLox zebrafish, which leads to switching on β-catenin in most hepatocytes beginning at 3 dpf, did not significantly increase HCC burden compared to vehicle treatment. The finding that the number of hepatocytes switched on from 3 dpf onward does not significantly affect hepatocarcinogenesis suggests that the critical time point for switching on β-catenin to initiate HCC occurs at or before 3 dpf. This finding also implies that switching occurs before 3 dpf in *Tg(fabp10a:CreERT2);Tg(ubi:switch)* zebrafish as well. The absence of significant switching by immunofluorescence analysis of *Tg(fabp10a:CreERT2);Tg(ubi:switch)* larvae at 6 dpf (Fig. 2A,B and Fig. S1) could be due to limitations in our detection and analysis strategy and/or the time required for degradation of EGFP.

### TAM treatment of adult zebrafish does not enhance HCC formation

The above analysis of the CreLox model demonstrates that switching on activated β-catenin in a small subset of early larval hepatocytes is sufficient to initiate HCC. To test the hypothesis that switching on activated β-catenin in a subset of hepatocytes in adult zebrafish can initiate HCC, we assessed TAM- or vehicle-treated 3-mpf adult male and female CreLox zebrafish and control siblings lacking either the Cre driver or the lox-switch transgene. Zebrafish livers were analyzed 6 months post switching at 9 mpf with respect to liver size and histology. TAM-treated CreLox zebrafish exhibited increased liver-to-body mass ratios compared to TAM-treated control siblings (*P*=0.0034) (Fig. 4A). Vehicle-treated CreLox zebrafish also exhibited liver-to-body mass ratios that were significantly greater than vehicle-treated control siblings (*P*=0.0374) and similar to TAM-treated CreLox siblings (*P*=0.5530) (Fig. 4A). With either TAM or vehicle treatment, CreLox zebrafish showed HCC histologically (21% versus 25%, *P*>0.9999) (Fig. 4B). Additionally, the rate of intermediate changes was similar in CreLox zebrafish with TAM (38%) or vehicle (25%) treatment (*P*=0.4936) (Fig. 4B). The similar HCC incidence in CreLox zebrafish with and without adult TAM treatment indicates that switching on activated β-catenin in additional cells (25% of hepatocytes, Fig. 2F) during adulthood does not enhance HCC formation. These results support the hypothesis that switching on β-catenin during development is necessary for hepatocarcinogenesis.

**Fig. 4.**
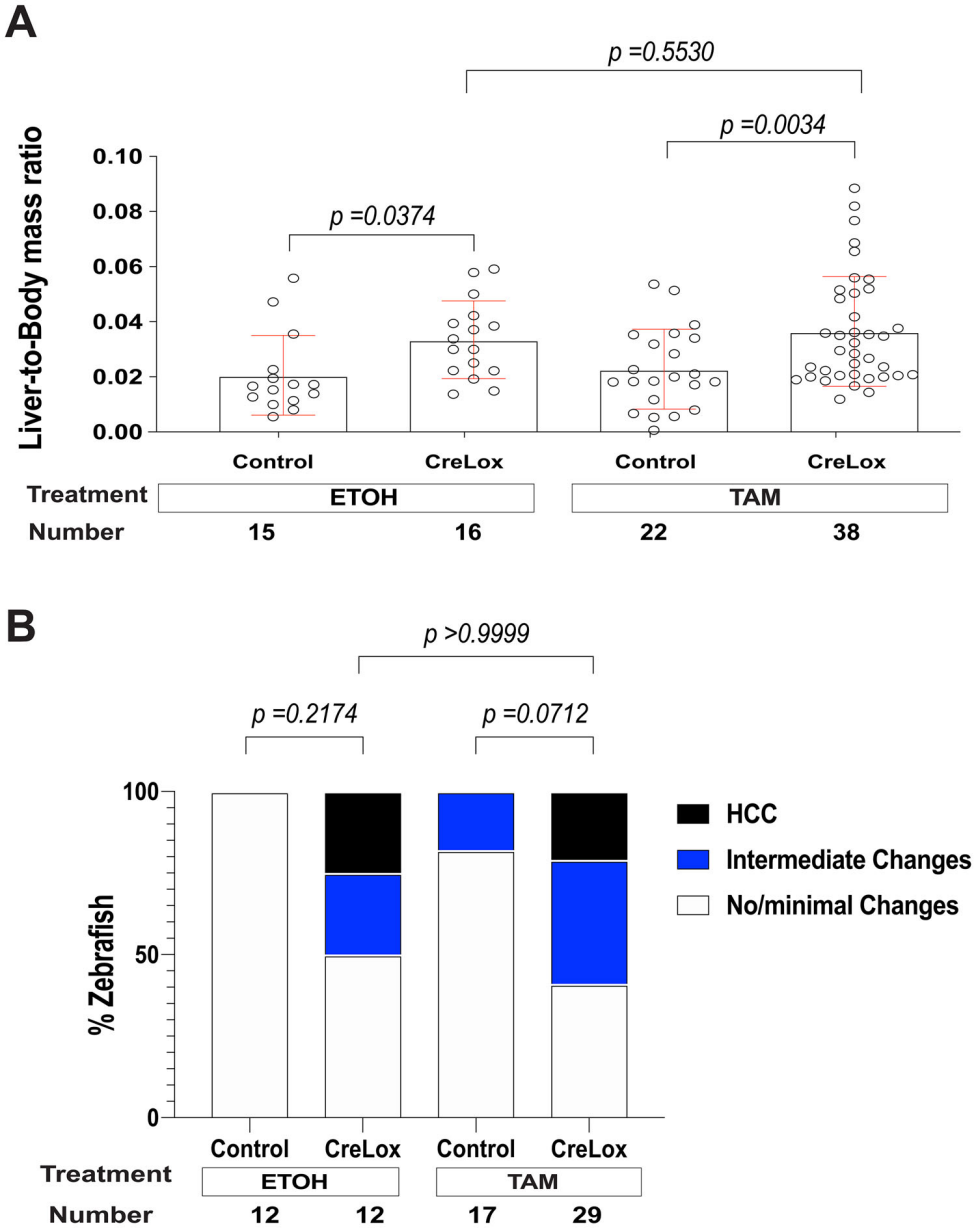
**Switching on additional activated β-catenin in adult zebrafish does not increase HCC penetrance.** CreLox [*Tg(fabp10a:CreER^T2^); Tg(fabp10a:flox-pt-β-cat)*] zebrafish and control siblings lacking either the Cre driver or lox-switch transgene [*Tg(fabp10a:flox-pt-β-cat)* and *Tg(fabp10a:CreER^T2^)*, control], were treated with 4-hydroxytamoxifen (TAM) or vehicle (ethanol, EtOH) at 3 mpf. Livers were weighed and examined microscopically 6 months later. (A) Scatter plot showing liver mass normalized to total body mass, ±s.d. *P*-values were obtained using ordinary one-way ANOVA followed by Sidak's multiple comparisons test. Data from four experiments were pooled. (B) Stacked bar graph showing the percentage of zebrafish per tested group categorized as no/minimal changes, intermediate changes, or HCC. *P*-values derived using Fisher's exact test, comparing samples with and without HCC. Data from three experiments were pooled*.*

Independent of TAM treatment, 22% of CreLox zebrafish had HCC at 9 mpf, significantly more than control siblings lacking either the Cre driver or the lox-switch transgene (*P*=0.0082, Fisher's exact test). This finding provides additional support for the hypothesis that switching on β-catenin in a small number of early larval hepatocytes is sufficient to initiate HCC.

### Wnt reporter activity is heterogeneous in zebrafish HCC

Having demonstrated that switching on activated β-catenin in a subset of larval hepatocytes is sufficient to initiate HCC, we next wanted to test the related hypothesis that β-catenin-dependent gene transcription is heterogeneous during HCC progression. We compared Wnt pathway activity in adult male and female *Tg(fabp10a:pt-β-cat)* zebrafish HCC (Evason et al., 2015) and non-transgenic control sibling livers at 6 mpf by crossing these zebrafish to the Wnt reporter line *Tg(7xTCF-Xla.Siam: mCherry)* (Moro et al., 2012). In parallel, we performed immunofluorescence staining for β-catenin on the same liver cryosections as well as on separate paraffin-embedded samples from *Tg(fabp10a:pt-β-cat)*, CreLox, and control sibling livers.

We found that 70% of *Tg(fabp10a:pt-β-cat)* zebrafish HCC showed Wnt reporter expression, which was mostly heterogeneous, involving less than 10% of cells in 60% of HCCs and greater than 10% of cells in 10% of HCCs (Fig. 5A,D). No Wnt reporter activity was seen in hepatocytes from non-transgenic sibling controls, none of which had HCC (*P*=0.0031, Fisher's exact test). As we reported previously, all non-transgenic non-HCC zebrafish livers exhibited only membrane localization of β-catenin (Fig. 5B,C,E). In contrast, most HCC (53% total; 100% of cryosections and 30% of paraffin-embedded sections) from *Tg(fabp10a:pt-β-cat)* zebrafish showed at least some cytoplasmic β-catenin staining (Fig. 5B,C,E), consistent with our previous results (Evason et al., 2015). Cytoplasmic β-catenin localization was heterogeneously distributed within HCC tissue: 27% of zebrafish showed weak to moderate cytoplasmic staining in less than 10% of hepatocytes; 20% showed strong cytoplasmic staining in less than 10% of hepatocytes or weak to moderate cytoplasmic staining in 10–50% of hepatocytes; and 7% showed cytoplasmic staining in greater than 50% of hepatocytes (Fig. 5B,C,E).

**Fig. 5.**
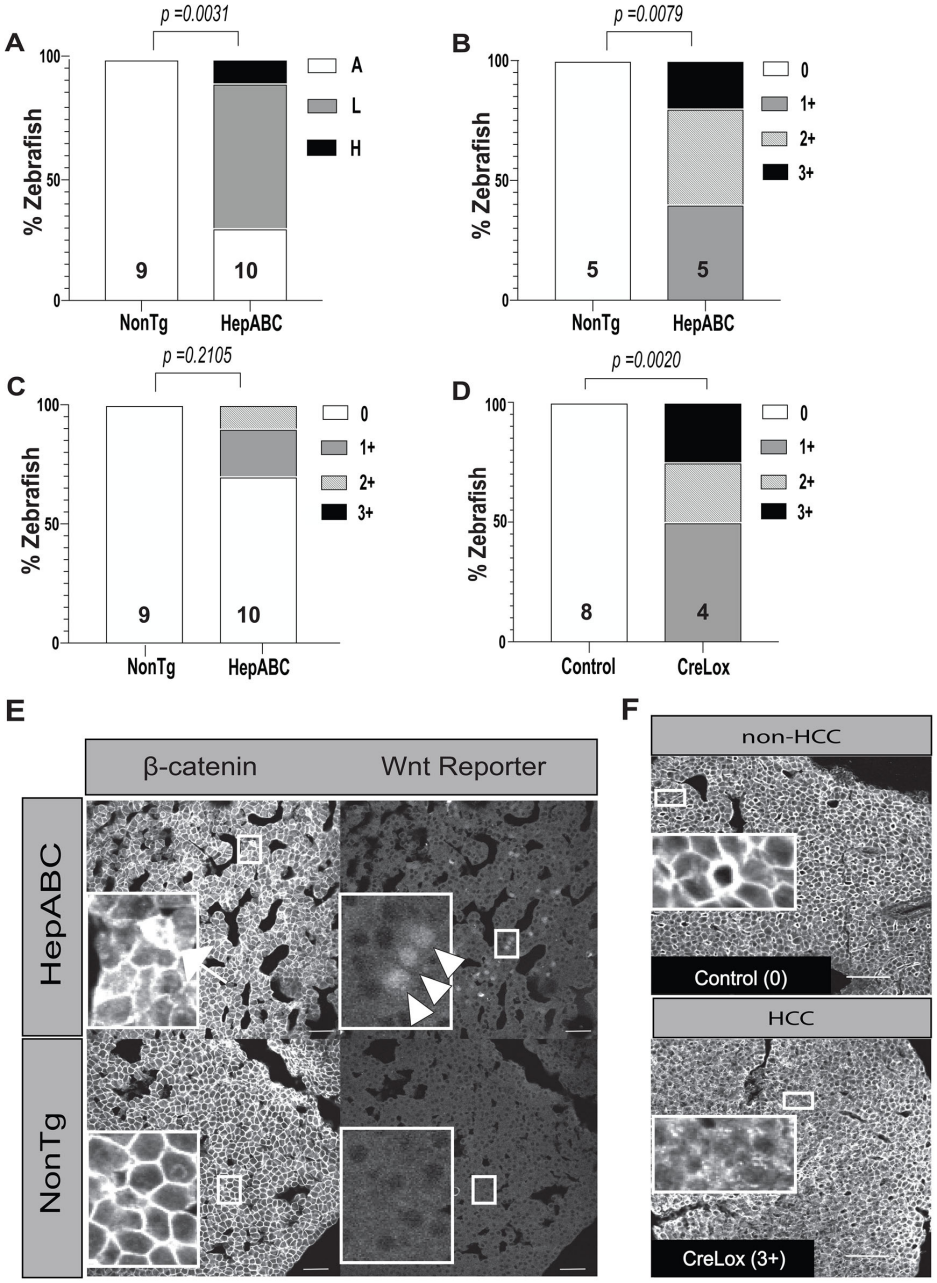
**Heterogeneous Wnt reporter expression and β-catenin cytoplasmic localization in adult β-catenin-driven HCC.** (A) Stacked bar graph showing analysis of Wnt reporter (*7xTCF-Xla.Siam:*mCherry) expression in liver tissue of *Tg(fabp10a:flox-pt*-*β-cat)* (HepABC) HCC and zebrafish livers of sibling controls lacking this transgene (NonTg). Wnt reporter expression was scored as: A, absent (no mCherry expression); L, low (mCherry expression in less than 10% of cells); or H, high (mCherry expression in greater than 10% of cells). *P*-values derived from Fisher's exact test comparing samples with (low or high) and without (absent) Wnt reporter expression. Graph shows data from one experiment. (B,C) Stacked bar graphs showing quantification of β-catenin localization by immunofluorescence staining performed on paraffin-embedded sections (B) or cryosections (C) in HepABC HCC and NonTg zebrafish livers. Samples were scored based on amount of cytoplasmic staining: 0, no cytoplasmic staining; 1+, focal (<10%) weak to moderate cytoplasmic staining; 2+, focal strong cytoplasmic staining or patchy (10–50%) weak to moderate cytoplasmic staining; 3+, diffuse (>50%) cytoplasmic staining. *P*-values derived from Fisher's exact test comparing samples with membrane staining only (0+) to those with cytoplasmic staining (1+ to 3+). Each experiment was performed once. (D) Stacked bar graph showing quantification of β-catenin localization in 6-mpf CreLox zebrafish with HCC and control siblings without HCC lacking either the Cre driver or lox-switch transgene [*Tg(fabp10a:flox-pt-β-cat)* and *Tg(fabp10a:CreER^T2^)*, control]*.* Numbers above x axis indicate the sample size for each group. *P*-values determined by Fisher's exact test. Experiment was performed once. (E) Representative β-catenin and Wnt reporter images of cryosections from a HepABC liver diagnosed as HCC (top panels) and a NonTg liver diagnosed as no/minimal changes (bottom panels). Arrow indicates a cell with cytoplasmic β-catenin localization; white arrowheads indicate Wnt reporter expression. Scale bars: 30 µm. Insets contain 5× magnified images of regions of tissue in smaller boxes for each image. (F) Representative immunofluorescence images of β-catenin staining. Control zebrafish showed membrane staining only, whereas CreLox zebrafish with HCC showed varying degrees of cytoplasmic staining. Scale bars: 50 µm. In each image, large inset box is 5× magnification of small box.

We noted similar findings in HCC from CreLox zebrafish: 50% of zebrafish showed cytoplasmic β-catenin in less than 10% of hepatocytes, 25% showed cytoplasmic β-catenin in 10–50% of hepatocytes, and 25% showed cytoplasmic β-catenin in greater than 50% of hepatocytes (Fig. 5D,F). All non-HCC zebrafish livers from control siblings lacking the Cre driver or lox-switch transgene showed only membrane localization of β-catenin (*P*=0.0020, Fisher's exact test) (Fig. 5D,F). These results indicate that whether activated β-catenin is switched on diffusely [*Tg(fabp10a:pt-β-cat)*] or in a subset of hepatocytes (CreLox) during early development, as adults these zebrafish develop HCC showing a similar heterogeneous pattern of β-catenin localization. Together, these experiments show that β-catenin-driven transcriptional activity is heterogeneous in zebrafish β-catenin-driven HCC, implying that the heterogeneous nuclear and cytoplasmic β-catenin staining observed in these tumors is not due to limitations in detection.

### Gene expression analysis of β-catenin-driven zebrafish HCC

We found that HCC incidence in the CreLox zebrafish model was relatively low (13% to 27% at 6 mpf, Fig. 3B) compared to that in *Tg(fabp10a:pt-β-cat)* zebrafish (85% at 6 mpf, Fig. 3B) (Evason et al., 2015). This low HCC incidence provided an opportunity to examine transcriptional changes in CreLox zebrafish without HCC, yielding insights into mechanisms of hepatocarcinogenesis. 

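Liver RNA from 10 male zebrafish of the CreLox experiment was sequenced as strand-specific, paired-end mRNA libraries, with 1 library per fish. The groups were 4 CreLox zebrafish with HCC (fish 604, 605, 623 and 624), 2 CreLox zebrafish without HCC (fish 609 and 625) and 4 sibling controls with the Cre driver transgene only (fish 621, 622, 628 and 630), all at 11 mpf. The paper's methods give n = 3 for CreLox zebrafish with HCC, the sample labels list 4, and all 4 were used. CreLox zebrafish were treated with TAM as larvae and the controls with ethanol, so a response to TAM and a response to activated β-catenin would follow the same groups. The authors removed optical duplicates, trimmed adapters, aligned the reads to the zebrafish genome with STAR and counted them on Ensembl genes with featureCounts. The deposited values are counts for 32520 genes, without normalization. Total counts per fish ranged from 25195573 to 31074527 in CreLox zebrafish with HCC (median 26996395.5), from 20903187 to 29925385 in the controls (median 27258055.5), and were 23781287 and 24687292 in the CreLox zebrafish without HCC. The 10 most abundant genes of a fish took between 19.7% and 24.5% of its counts. From these counts, edgeR's TMM factors and CPM values (counts scaled to a common library total) were computed, edgeR's filterByExpr kept 16837 genes, and all 10 libraries were fitted together by a quasi-likelihood model with a mean for each group. A gene is called significantly dysregulated here when its Benjamini-Hochberg adjusted p-value over all genes tested is under 0.05. Limits given for genes without counts cover counting error only. On the first principal component of the log2 CPM values, which held 31.6% of the variance, the controls lay between -71.6 and -60.2. Fish 604, 605 and 623 with HCC lay between 57.8 and 70.9, whereas fish 624 with HCC lay at 17.1, near the fish without HCC, the higher of which lay at 31.1.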

We performed RNA sequencing (RNA-seq) on livers with and without HCC from adult male CreLox zebrafish. As controls, we performed RNA-seq on livers without HCC from male siblings with the Cre driver transgene only.

We identified 1984 significantly dysregulated genes in CreLox zebrafish with HCC and 288 significantly dysregulated genes in CreLox zebrafish without HCC compared to sibling controls [Fig. 6A, Gene Expression Omnibus (GEO) accession number GSE137788]. 

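Of the 16837 genes tested, 707 were significantly dysregulated in CreLox zebrafish with HCC compared to sibling controls. Of these, 403 were upregulated and 304 downregulated, with a median absolute log2 fold change of 1.94. This balance depends on the method, with 854 up and 188 down when scaled by library size alone, 319 and 418 under limma voom, and 1063 and 1065 under DESeq2's Wald test. In CreLox zebrafish without HCC, 53 genes were significantly dysregulated, 50 of them upregulated and 3 downregulated, with a median absolute log2 fold change of 4.39. At an unadjusted p-value under 0.05 the numbers were 3952 and 1712. Among the other tests at the same threshold, DESeq2's Wald test moved the number with HCC most, to 2128. The number without HCC moved both ways, to 338 (208 up and 130 down) under DESeq2's Wald test and to 2 under limma voom with sample weights. Single fish also moved both numbers. With HCC the number was 234 without fish 604, 244 without fish 605, 287 without fish 623 and 996 without fish 624, and between 425 and 494 without each control in turn. In CreLox zebrafish without HCC it lay between 24 without control fish 630 and 40 without control fish 622, and, since all groups share the estimate of spread, rose to 80 without fish 624 with HCC.
Genes with the largest changes were named by a rule given in the processing summary. LDLRAD2 (ENSDARG00000090297) had 22.3 ± 11.7 CPM (SD, n = 4 fish) in CreLox HCC and no count in any control, which makes it at least 153-fold higher (adjusted p = 0.0129 from edgeR). FABP1 (ENSDARG00000059227, a symbol that another identifier also carries) had 953 ± 488 CPM (SD, n = 4) in CreLox HCC and 0.349 ± 0.371 CPM (SD, n = 4) in the controls, a log2 fold change of 11.40 (standard error 1.03, adjusted p = 0.00126 from edgeR). IYD (ENSDARG00000076056) rose from 0.0485 ± 0.0971 CPM, with counts in control fish 622 alone, to 51.6 ± 26.8 CPM (log2 fold change 10.09, standard error 0.85, adjusted p = 0.00118 from edgeR). The gene si:dkey-150l7.10 (ENSDARG00000105608) had no count in any CreLox fish with HCC and 3.15 ± 0.860 CPM in the controls, at least 24.2-fold lower (adjusted p = 0.00126 from edgeR), and also had no count in 7 of the 10 fish of the HepABC experiment. Another decrease was that of cyp39a1 (ENSDARG00000017982), at or under 3 counts in every CreLox fish with HCC against 33.3 ± 17.9 CPM, at least 256-fold lower (adjusted p = 0.00296 from edgeR). For crp1 (ENSDARG00000071454) the log2 fold change was -6.34 (standard error 1.05, adjusted p = 0.0129 from edgeR). Under limma voom, LDLRAD2 (adjusted p = 0.136, against a range of 1.07e-16 to 0.136 over the alternatives) and crp1 (0.0970, range 3.69e-10 to 0.0970) were no longer significantly dysregulated.
In CreLox zebrafish without HCC the named genes were FABP1 (log2 fold change 10.16, standard error 1.01), IYD (9.69, standard error 0.88) and rln1 (ENSDARG00000103762), which rose, and egr1 (ENSDARG00000037421) and cep135 (ENSDARG00000002991), which fell. The level of rln1 was 1.08 CPM in fish 625, higher in fish 609, and at or under 3 counts in every control, at least 65.5-fold higher (adjusted p = 0.0421 from edgeR). This bound rests mainly on fish 609, without which the fitted log2 fold change was 4.93, from fish 625 alone. The rise in rln1 was not significant in any of the 4 fits that left out a control (adjusted p between 0.111 and 0.139). The fall in egr1 was -3.29 on the log2 scale (standard error 0.55, adjusted p = 0.0421 from edgeR) and remained significant in 1 of the same 4 fits. For cep135 the log2 fold change was -3.03 (standard error 0.38, adjusted p = 0.00981 from edgeR). Its level was between 0.402 and 0.839 CPM in all 6 CreLox fish, between 4.05 and 5.11 CPM in the Cre driver controls and between 0.368 and 1.04 CPM in the non-transgenic controls of the HepABC experiment. None of the 5 genes named without HCC passed under limma voom, where their adjusted p-values lay between 0.0568 and 0.655.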

Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, www.ingenuity.com) of differentially expressed genes revealed that cancer was the most significantly affected ‘Diseases and Disorders’ in CreLox zebrafish HCC (Table S2), indicating cancer-related pathways are significantly altered in this model. 

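The lists of significantly dysregulated genes from the CreLox zebrafish with and without HCC shared 52 genes, 49 upregulated and 3 downregulated in both, and none in opposite directions. Only 1 gene was significantly dysregulated without HCC and not with HCC. The remaining 655 genes, or 92.6% of those dysregulated with HCC (Wilson 95% interval 90.5% to 94.3%), were not significantly dysregulated without HCC. This percentage ranged from 66.2% at an unadjusted p-value under 0.05 to 99.7% under limma voom, and was 86.0% with DESeq2's Wald test. Across the 8 fits that left out 1 fish with HCC or 1 control, it was lowest without fish 605 (83.6%) and highest without control fish 630 (95.0%). Both comparisons used the same 4 controls, but 4 fish represented HCC and 2 its absence. Of the 655 genes, 650 (99.2%) had changed in the same direction in CreLox zebrafish without HCC, and 487 of them did so with an unadjusted p-value under 0.05. Their change without HCC was a median 0.704 of their change with HCC on the log2 scale. Shared controls alone give part of this. In 40 simulations with the changes of the HCC fish kept and the fish without HCC unchanged, between 60.4% and 64.4% of all genes significant with HCC went in the same direction, with a median ratio between 0.0825 and 0.123, against 99.3% and 0.728 for all 707 genes here. The simulated sets had more genes significant with HCC, between 1825 and 2105.

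**Figure D1:**
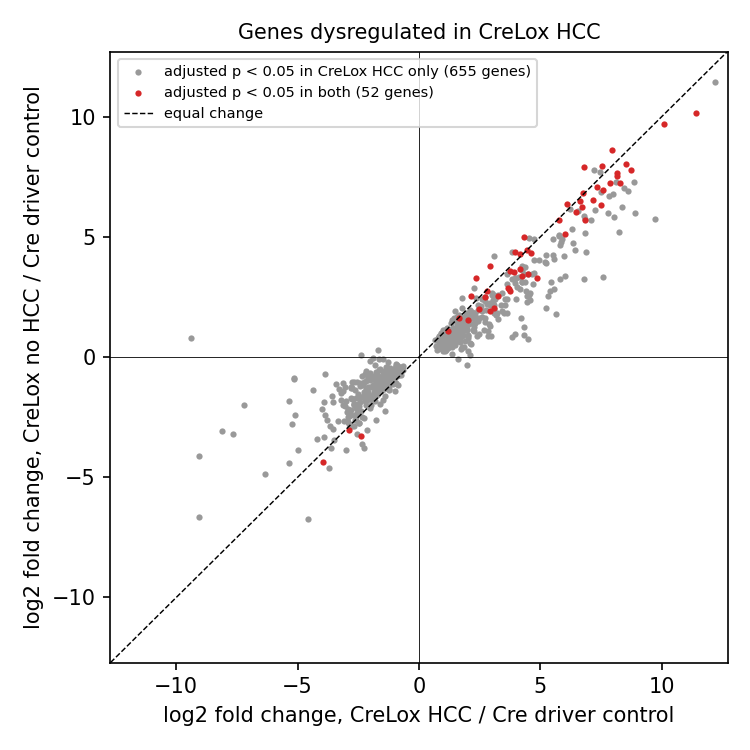
Log2 fold changes against the Cre driver controls of the 707 genes significantly dysregulated in CreLox HCC, with the change in CreLox HCC on the horizontal axis and the change in CreLox zebrafish without HCC on the vertical axis. Red points are the 52 genes significant in both comparisons, gray points the 655 significant with HCC alone, and the dashed line marks equal change; 650 of the gray points lie in the quadrants of same direction.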

We found that 1752 (88%) of dysregulated transcripts in CreLox zebrafish with HCC were not dysregulated in CreLox zebrafish without HCC (Fig. 6A, Tables S3–S5). These data indicate genes and pathways that are HCC-specific and may be important in driving hepatocarcinogenesis.

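The difference between CreLox zebrafish with and without HCC was also tested directly. Of 16837 genes, 1 passed an adjusted p-value of 0.05 and 514 an unadjusted p-value of 0.05. That gene was si:dkey-150l7.10 (ENSDARG00000105608), with 5.51 ± 1.22 CPM (SD, n = 2) in the fish without HCC, at least 42.3-fold higher than with HCC (adjusted p = 0.00625 from edgeR). DESeq2's Wald test gave 16 genes, whereas a fit of the compared groups alone gave 0, with an adjusted p of 0.361 for this gene (range 8.38e-15 to 0.361 over the alternatives). Among the 655 genes that were significantly dysregulated with HCC alone, the direct test called that same gene and no other, and gave an unadjusted p-value under 0.05 for 125. The absolute change was larger with HCC for 597 of them (91.1%). Choosing genes that passed with HCC and not without HCC favors this by itself, so no conclusion is drawn from that percentage. Over all genes tested, the log2 fold changes of both comparisons were correlated with a Pearson r of 0.766 and a Spearman rho of 0.759, across genes, which are not independent replicates. The controls are shared by both comparisons, which alone gives a correlation. In the simulations in which fish without HCC were drawn with no change from the controls, r lay between 0.133 and 0.211 with the changes of the HCC fish kept and between 0.350 and 0.437 with the HCC fish unchanged as well, and at most 1 gene was significant in both comparisons. From the transcripts dysregulated in CreLox zebrafish with HCC and not in those without HCC, the paper concludes that these genes and pathways are specific to HCC and proposes that they have a part in driving hepatocarcinogenesis.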

**Fig. 6.**
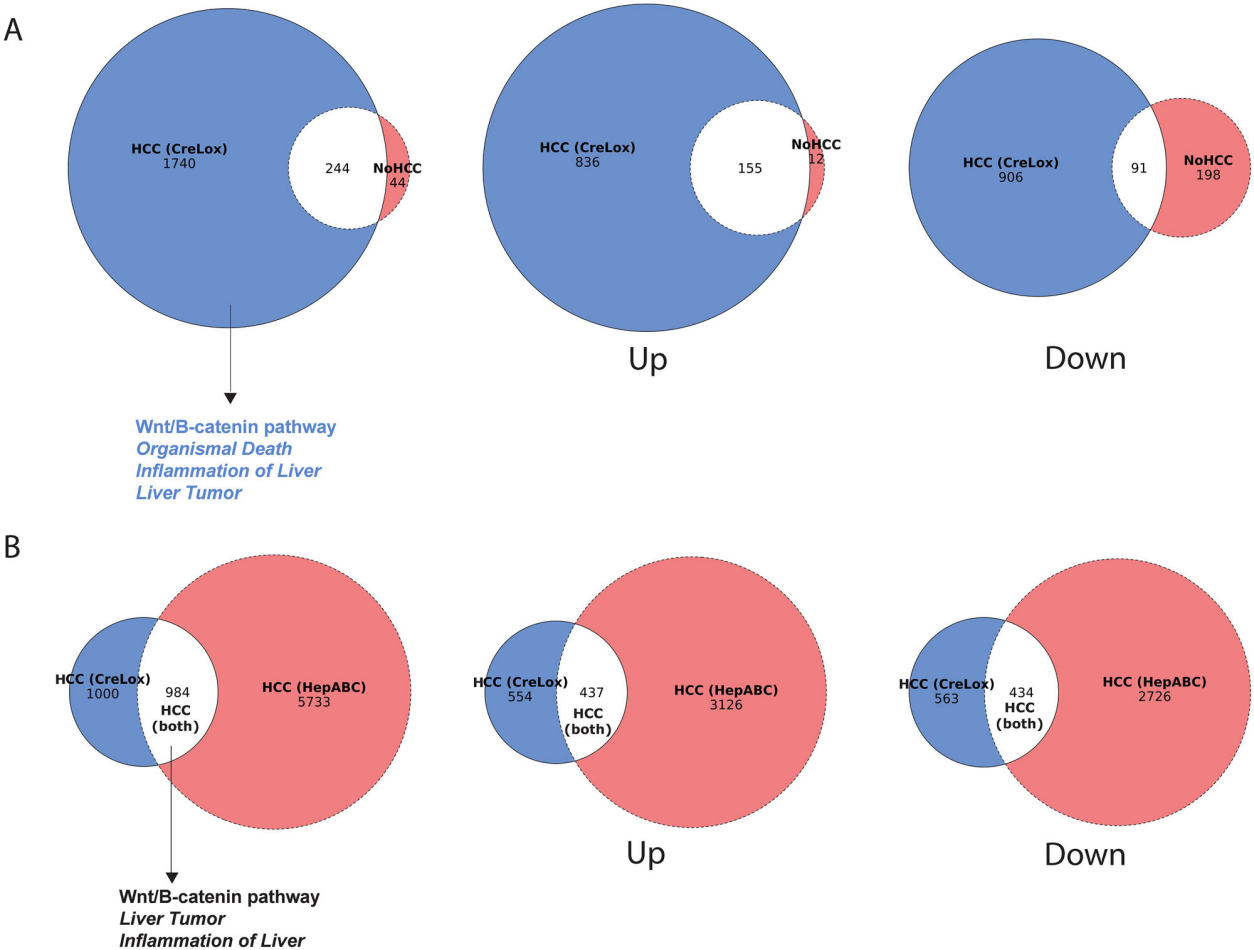
**Bulk RNA sequencing demonstrates similarities in β-catenin-driven HCC models.** (A) Venn diagrams showing the overlap of genes significantly dysregulated in livers from CreLox zebrafish with HCC and sibling CreLox zebrafish with no HCC. Overlap in all genes (left panel), upregulated genes (middle panel), and downregulated genes (right panel) are shown. Left panel also shows pathways unique to CreLox zebrafish with HCC, as determined by Ingenuity Pathway Analysis. Regular text indicates pathways curated under Canonical Pathways and italicized text indicates pathways curated under Diseases and Functions. (B) Venn diagrams showing the overlap of genes significantly dysregulated in CreLox HCC and HepABC HCC. Overlap in all genes (left panel), upregulated genes (middle panel), and downregulated genes (right panel) are shown. Left panel also shows pathways shared between CreLox HCC and HepABC HCC, as determined by Ingenuity Pathway Analysis. Regular text indicates pathways curated under Canonical Pathways and italicized text indicates pathways curated under Diseases and Functions.

We next tested the hypothesis that HCCs initiated by switching on activated β-catenin in a subset of hepatocytes (CreLox model) or ubiquitously in hepatocytes [*Tg(fabp10a:pt-β-cat*) model] are transcriptionally similar. 

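The HepABC zebrafish carry activated β-catenin under the fabp10a promoter in all hepatocytes, without the Cre-lox switch. Liver RNA was sequenced from 5 HepABC zebrafish with HCC (fish 317E5, 317E6, 317E9, 317E10 and 317E11) and 5 non-transgenic siblings without HCC (fish 317C1, 317C2, 317C4, 317C5 and 317C8), all at 6 mpf and without larval treatment. Library type, alignment and counting were those of the CreLox experiment, except that the authors describe no removal of optical duplicates for these fish. The values are again counts for 32520 genes, without normalization. Totals per fish ranged from 30606178 to 37814512 in HepABC HCC (median 33836078) and from 24832450 to 37994885 in the non-transgenic controls (median 30974139). The 10 most abundant genes took between 11.4% and 15.5% of the counts in HepABC HCC and between 22.8% and 26.1% in the controls. These 10 libraries were fitted on their own in the same way as the CreLox libraries, over 15864 genes kept by the filter. The first principal component held 47.8% of the variance, with the controls between -96.8 and -64.1 and the HCC fish between 64.9 and 104.2.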

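HepABC HCC differed from the non-transgenic controls in 5342 of the 15864 genes tested, 2766 upregulated and 2576 downregulated, with a median absolute log2 fold change of 1.42. At an unadjusted p-value under 0.05 the number was 6998. Scaling by library size alone, without TMM factors, moved this result most, to 8809 genes with 90.3% of them upregulated, and shifted the median log2 fold change of all genes from 0.00 to 0.87. Leaving out 1 fish gave between 4524 genes without fish 317C8 and 5730 without fish 317E9. Of the genes named by the rule, rerglb (ENSDARG00000054324) had 24.6 ± 16.8 CPM (SD, n = 5) in HepABC HCC and no count in any control, at least 156-fold higher (adjusted p = 4.29e-04 from edgeR). LDLRAD2 (ENSDARG00000090297) was at least 112-fold higher (17.6 ± 15.0 CPM, SD, n = 5, adjusted p = 0.00297 from edgeR) and SQLE (ENSDARG00000079946) at least 103-fold higher (16.3 ± 13.5 CPM, SD, n = 5, adjusted p = 7.61e-04 from edgeR), again with no count in any control. Another identifier also carries the symbol SQLE, so these values are for this identifier alone. The largest decreases were those of ctrl (ENSDARG00000068680; log2 fold change -8.80, standard error 1.41, adjusted p = 0.00104 from edgeR), the gene ENSDARG00000074547 (-8.62, standard error 1.35, adjusted p = 9.39e-04) and ela2l (ENSDARG00000056765; -8.39, standard error 1.49, adjusted p = 0.00178). Under limma voom, ctrl (adjusted p = 0.0994, range 2.22e-13 to 0.0994 over the alternatives) and ela2l (0.0734, range 2.06e-09 to 0.0734) were no longer significant. Both belong to a list of exocrine pancreas genes whose summed level among the controls ran from 22.6 CPM in fish 317C8 to 9526 CPM in fish 317C1. The gene fabp10a (ENSDARG00000038439), whose promoter drives the transgenes, had 8026 ± 4044 CPM (SD, n = 5) in HepABC HCC and 20173 ± 8427 CPM (SD, n = 5) in the controls, a log2 fold change of -1.33 (standard error 0.39, adjusted p = 0.0223 from edgeR). It was significant in 7 of the 10 fits that left out 1 fish, and not when scaled by library size alone (-0.50, adjusted p = 0.218, range 0.00445 to 0.218 over the alternatives). In CreLox HCC the log2 fold change of fabp10a was -0.59 (standard error 0.24, adjusted p = 0.170 from edgeR).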

We performed RNA-seq on adult male *Tg(fabp10a:pt-β-cat*) zebrafish HCC and non-transgenic sibling controls and identified 6717 significantly dysregulated genes (Fig. 6B, GEO accession number GSE137788). We found that 989 (50%) of dysregulated transcripts in CreLox HCC were shared with *Tg(fabp10a:pt-β-cat)* HCC (*P*=6.3e-121; Fisher's exact test) (Fig. 6B, Tables S6–S8) (Shen). This analysis indicates that there are significant transcriptional similarities in β-catenin-driven HCC regardless of the number of cells in which the activated β-catenin transgene is present and active during HCC initiation.

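Of the 707 genes significantly dysregulated in CreLox HCC, 349 (49.4%, Wilson 95% interval 45.7% to 53.0%) were also significantly dysregulated in HepABC HCC. Genes that could have passed in both experiments were the 15387 tested in both. These included 648 of the CreLox HCC genes and 5158 HepABC HCC genes, which is 33.5% of the genes tested in both, so that 217 shared genes would arise by chance. Fisher's exact test, one-sided for a larger overlap, gave p = 1.37e-27 and an odds ratio of 2.41. With the 25903 genes of the paper's calculation as background, the hypergeometric p was 1.06e-66. The alternative that moved the percentage most was scaling by library size alone (63.0%, Fisher's exact p = 2.51e-15). Across the 18 fits that left out 1 fish, it lay between 45.4% without fish 317E6 and 60.2% without fish 605. Among the 349 shared genes, 195 were upregulated in both, 137 were downregulated in both and 17 changed in opposite directions. The share that changed in the same direction, 95.1%, was above an even split (exact binomial test, two-sided, p = 5.88e-77, with genes taken as independent). The CreLox HCC genes that were tested in the HepABC experiment without being significant there numbered 299.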

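Over the 15387 genes tested in both experiments, log2 fold changes in CreLox HCC and HepABC HCC were correlated with a Pearson r of 0.451 and a Spearman rho of 0.322, across genes, which are not independent replicates. The experiments share no library. When the fish of each experiment were regrouped at random, 99 other regroupings gave an absolute r, its sign dropped, between 0.00115 and 0.419. Over the 5457 genes significant in at least one model, r was 0.567. When every gene with a count was kept, r fell to 0.234. Leaving out 1 fish gave r between 0.390 without control fish 621 and 0.506 without control fish 628. Of the 648 CreLox HCC genes tested in both experiments, 516 (79.6%) changed in the same direction in HepABC HCC. Whether the changes themselves differed was tested by an interaction term in a fit of all 20 libraries, in which 2115 of 18645 genes passed, 1121 with a more positive change in HepABC HCC and 994 with a more negative one. Scaling by library size alone gave 3482, of which 3044 were more positive and 438 more negative, and the number was 1211 without control fish 628 and 1357 without fish 624. Of the 299 CreLox HCC genes that were not significant in HepABC HCC, 112 passed this test of the difference, whereas 32 of the 332 genes that changed in the same direction in both did so. Both sets were chosen by the HepABC change, which also enters this test, so the contrast between them is partly built in. No conclusion is drawn from it. The models also differed in age, in the genotype and larval treatment of the controls and in the removal of optical duplicates, so that these cannot be told apart from the difference between the models.

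**Figure D2:**
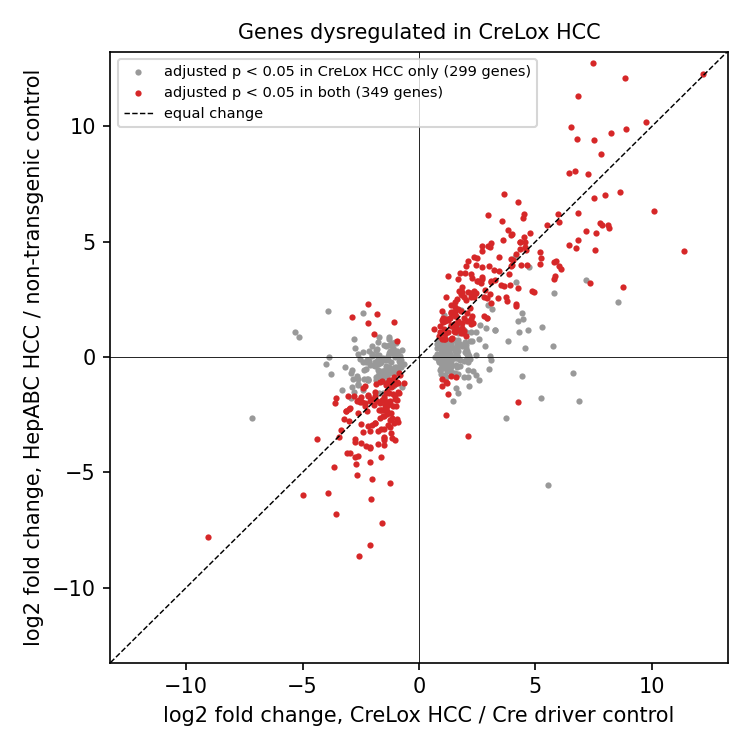
Log2 fold changes of the 648 genes significantly dysregulated in CreLox HCC and tested in both experiments, with CreLox HCC against Cre driver controls on the horizontal axis and HepABC HCC against non-transgenic controls on the vertical axis. Red points are the 349 genes significant in both, gray points the 299 significant in CreLox HCC alone, and the dashed line marks equal change; 332 of the red points lie in the quadrants of same direction.

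From the overlap of dysregulated transcripts between the models, the paper infers significant similarities in transcription between HCCs driven by β-catenin. It states that these hold whatever the number of cells with an active activated β-catenin transgene at HCC initiation.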

### Single-cell RNA sequencing of β-catenin-driven zebrafish HCC

To transcriptionally characterize β-catenin-driven zebrafish HCC at the single-cell level, we performed single-cell RNA sequencing of 1 liver each from the following adult male zebrafish: (1) CreLox zebrafish with HCC; (2) *Tg(fabp10a:pt-β-cat)* zebrafish with HCC; and (3) zebrafish with no HCC containing the lox-switch transgene only (control) (Fig. S4). We combined the data from all three samples and performed an integrated linear-dimensional reduction analysis, following the t-Distributed Stochastic Neighbor Embedding (t-SNE) tSNE algorithm, to visualize transcriptional distances between cells irrespective of their sample of origin. For the most part, cells clustered based on cellular identity as opposed to sample of origin (Fig. 7A,B). For example, hepatic stellate cells (HSCs) and endothelial cells (ECs) from all three samples are located in cluster 10 (Fig. 7A). To a large extent, hepatocytes from CreLox HCC liver clustered separately from hepatocytes of *Tg(fabp10a:pt-β-cat)* HCC (Fig. 7B). Genes significantly upregulated in cluster 5, predominantly consisting of hepatocytes from CreLox HCC (Table S9), included those involved in oxidation reduction, isoprenoid biosynthesis, lipoprotein metabolism and liver development (Tables S10–S11). Genes significantly upregulated in clusters 4 and 7, predominantly consisting of hepatocytes from *Tg(fabp10a:pt-β-cat)* HCC (Table S9), included those involved in endopeptidase inhibitor activity, serine-type endopeptidase inhibitor activity, cysteine-type endopeptidase inhibitor activity and protein binding (Tables S12–S15). These data show that on a cell-by-cell basis, there was substantial intertumor heterogeneity in these two β-catenin-driven HCC samples.

**Fig. 7.**
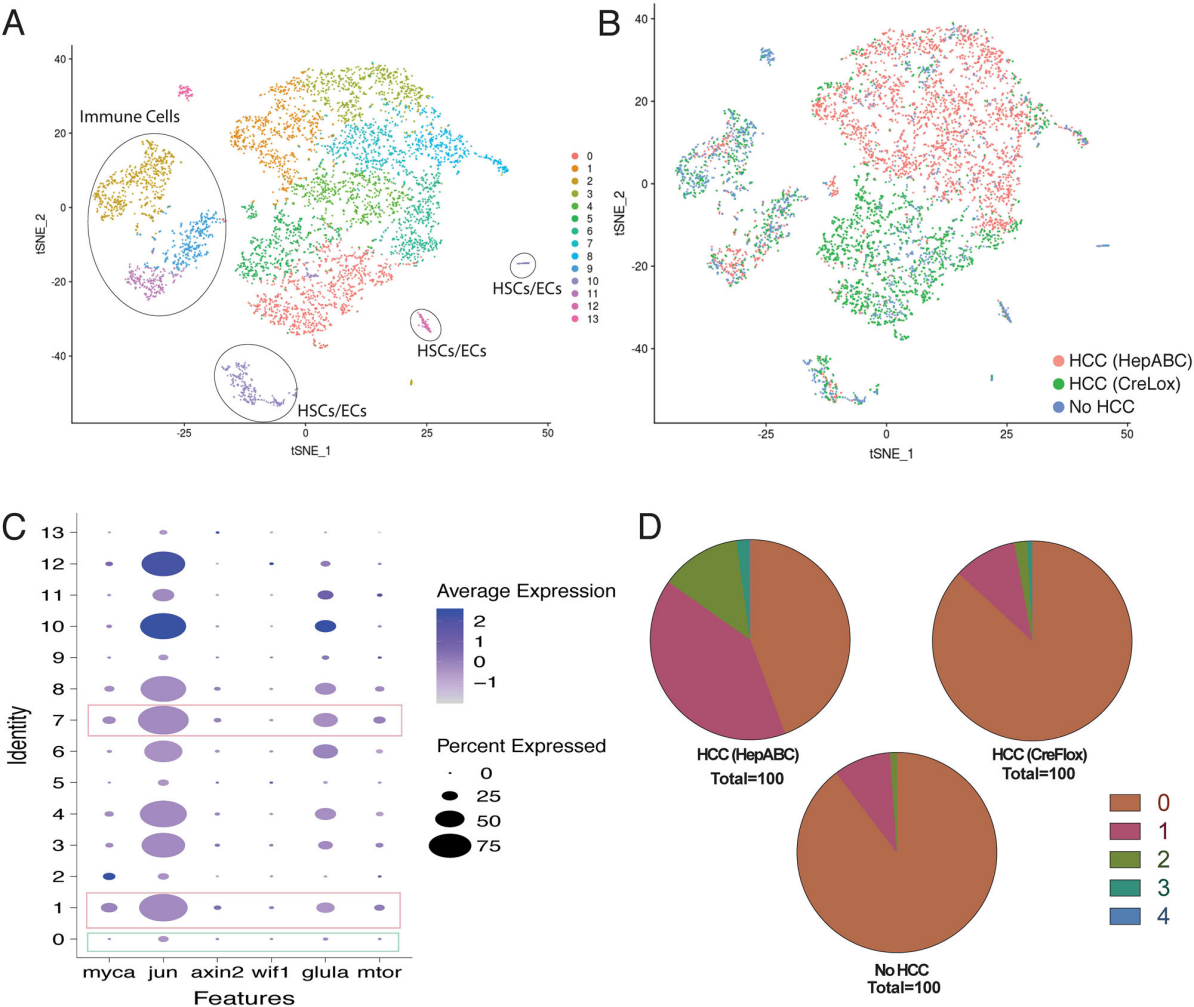
**Single-cell RNA sequencing shows heterogeneous transcriptional profiles in β-catenin-driven HCC.** (A) t-SNE plot of cells from all three samples [HCC from CreLox and *Tg(fabp10a:pt-β-cat)* zebrafish and non-HCC control liver] following multi-sample integration, color-coded by their associated cluster (0–13). Cell types of each cluster were determined based on differential expression of genes highlighted in Table S22: hepatocytes (non-circled cells), clusters 0, 1, 3, 4, 5, 6, 7, 8; immune cells, clusters 2, 9 and 11; hepatic stellate cells/endothelial cells, clusters 10 and 12; erythrocytes, cluster 13. (B) tSNE plot of multi-sample integration of cells from all three samples, color-coded by their sample of origin: *Tg(fabp10a:pt-β-cat)* (HepABC) HCC, pink; CreLox HCC, green; and no HCC control, blue. (C) Dot plot of β-catenin target genes differentially expressed across clusters 0–13 from A. Dot size represents the percentage of cells within the cluster that contribute to expression, and color intensity represents the average normalized level of gene expression. Pink rectangles highlight clusters with the lowest relative number of hepatocytes from non-HCC liver (clusters 1 and 7, Table S9), and green rectangles highlight clusters with the highest relative number of hepatocytes from non-HCC liver (cluster 0, Table S9). (D) Pie graphs showing the percent of hepatocytes in each liver (Table S16) that expressed 0 (brown), 1 (pink), 2 (green), 3 (teal), or 4 (blue) of Wnt/β-catenin target genes *axin2*, *mtor*, *glula*, *myca* and *wif1*.

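In the bulk libraries, the Wnt/β-catenin target gene WIF1 (ENSDARG00000005541) was significantly upregulated in every comparison with controls. It had 12.8 ± 6.90 CPM (SD, n = 4) in CreLox HCC and 1.65 ± 0.858 CPM (SD, n = 4) in the Cre driver controls, a log2 fold change of 2.95 (standard error 0.46, adjusted p = 0.0104 from edgeR). CreLox zebrafish without HCC had 22.7 ± 3.05 CPM (SD, n = 2; log2 fold change 3.77, standard error 0.51, adjusted p = 0.0150 from edgeR), which was not significant without control fish 630 (adjusted p = 0.0591) or under limma voom (0.0643, range over the alternatives 1.09e-08 to 0.0643). HepABC HCC had 75.4 ± 40.6 CPM (SD, n = 5) against 1.05 ± 0.992 CPM (SD, n = 5), a log2 fold change of 6.15 (standard error 0.73, adjusted p = 2.08e-04 from edgeR). JUN (ENSDARG00000043531) rose by 2.02 in HepABC HCC (standard error 0.41, adjusted p = 0.00384 from edgeR). In CreLox HCC it had 50.5 ± 22.2 CPM (SD, n = 4), with every fish with HCC above every control. Its log2 fold change of 1.49 (standard error 0.44) did not pass (adjusted p = 0.0816 from edgeR), but did with DESeq2's Wald test (0.0113) and limma voom (0.0447), in a range of 0.0113 to 0.0984 over the alternatives. AXIN2 (ENSDARG00000100149) rose by 2.07 in HepABC HCC (standard error 0.51, adjusted p = 0.00933 from edgeR). In CreLox HCC its log2 fold change was 0.93 (standard error 0.38, adjusted p = 0.180 from edgeR), with adjusted p-values between 0.0838 and 0.193 under the alternatives with all fish.
Of the target genes that the paper names as myca and glula, the symbol MYC or GLUL is carried by a pair of identifiers each, and all of them are given. MYC ENSDARG00000045695 had a log2 fold change of 2.75 in CreLox HCC (standard error 0.79, adjusted p = 0.0779 from edgeR), with adjusted p = 0.00340 under DESeq2's Wald test (range over the alternatives 0.00340 to 0.126) and 0.0371 without fish 624. In HepABC HCC its log2 fold change was 1.39 (standard error 0.52, adjusted p = 0.0573 from edgeR), with 0.0209 under DESeq2's Wald test in a range of 0.00515 (library size alone) to 0.0661 over the alternatives with all fish, 0.0409 with at least 10 counts in every library, and 0.0135 without control fish 317C5. MYC ENSDARG00000007241 changed by -0.51 and -1.18 (standard errors 0.99 and 0.80), less than the spread between fish. GLUL ENSDARG00000100003 changed by -2.76 in CreLox HCC (standard error 0.78, adjusted p = 0.0756 from edgeR) and by 1.56 in HepABC HCC (standard error 0.57, adjusted p = 0.0543 from edgeR). Under DESeq2's Wald test both passed, with adjusted p = 0.00230 (range over the alternatives 0.00230 to 0.0848) and 0.0162 (range 0.00482 to 0.0881), and in HepABC HCC it also passed with library size alone (0.00482), with at least 10 counts in every library (0.0412) and without fish 317E5 (0.0194). The difference between the models passed the interaction test (4.31, adjusted p = 0.0126 from edgeR). GLUL ENSDARG00000099776 (-0.31 and -0.84, standard errors 0.95 and 0.43) and MTOR (ENSDARG00000053196; -0.09 and -0.17, standard errors 0.19 and 0.15) were not significantly changed in either model, and the direction of MTOR in both reversed when scaled by library size alone.

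**Figure D3:**
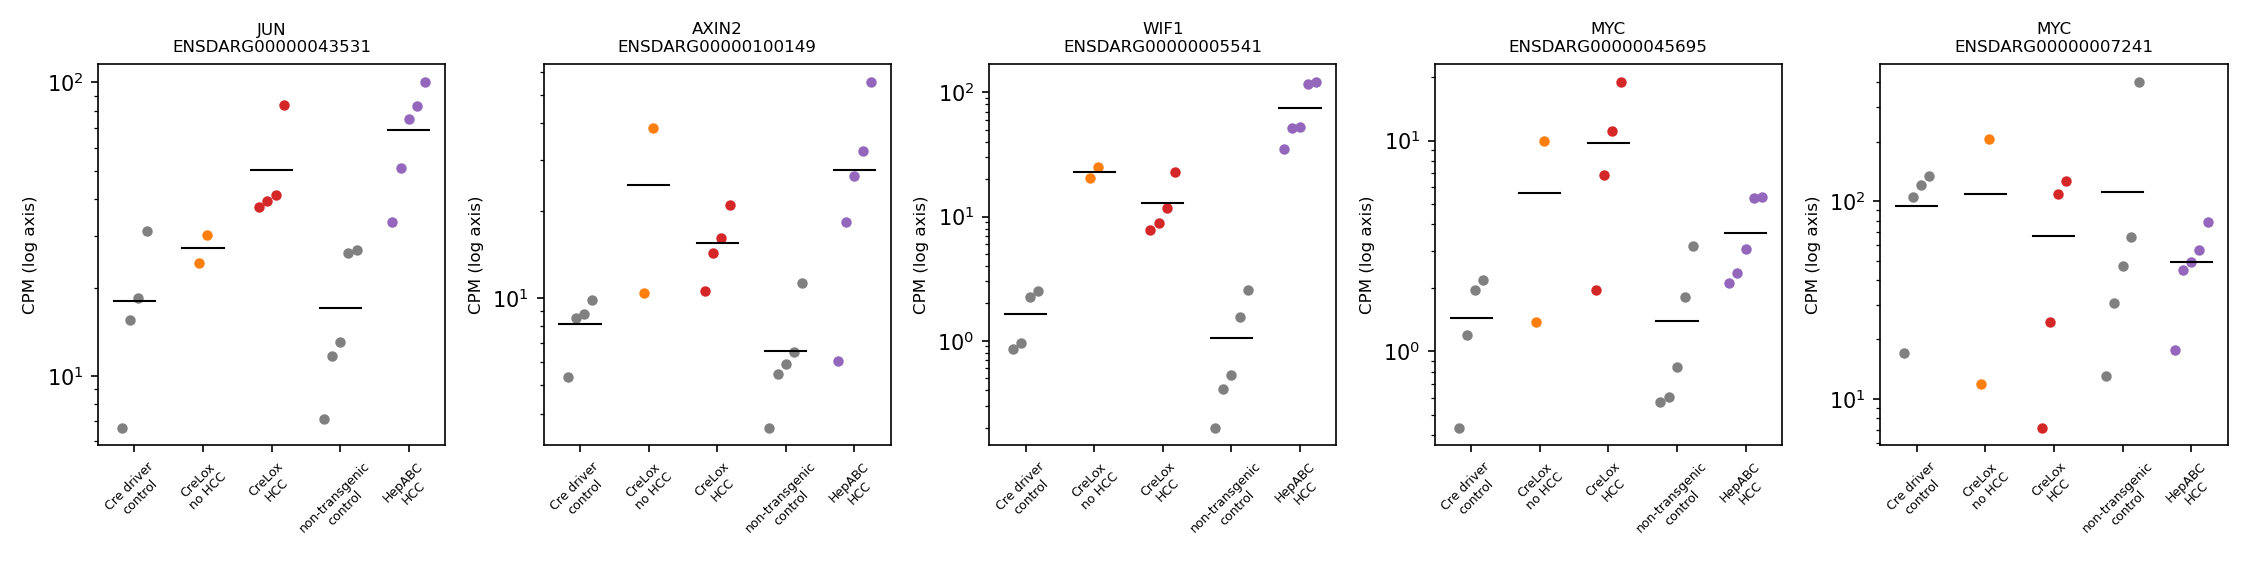
CPM of JUN, AXIN2, WIF1 and both MYC identifiers in each fish of the 5 groups, on log axes. Points are single fish and horizontal bars are group means; WIF1 in the CreLox HCC fish sits between 7.77 and 22.8 CPM and in the Cre driver controls between 0.866 and 2.52 CPM.

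A list of 28 Wnt feedback and target genes, chosen before the counts were examined, matched 26 identifiers. It includes axin2, wif1 and myca, which the paper names as upregulated in its bulk data, so the list is not fully independent of these libraries. Of 20 tested in CreLox HCC, 11 rose and 9 fell, with a median log2 fold change of 0.01 (limma's camera with a preset correlation of 0.01, p = 0.0153, adjusted p = 0.0322 over 80 list tests); 2 were significantly dysregulated over all genes and 6 when adjusted over the list alone. Without HCC the median was 0.30 (adjusted p = 0.00604 over 80 list tests, limma's camera), with 1 significant gene over all genes and 5 when adjusted over the list alone. Of 16 tested in HepABC HCC, 10 rose and 6 fell, with a median of 1.57 (adjusted p = 0.00663, limma's camera), and 10 were significant over all genes and 11 when adjusted over the list alone. Under fry the unadjusted p-values were 0.111, 0.117 and 2.62e-04, and with an estimated correlation 0.266, 0.163 and 0.0488. Only the HepABC HCC value was under 0.05 by camera, fry and the estimated correlation when unadjusted. Adjusted over the 80 list tests, its p was 0.301 by limma's camera with an estimated correlation. The fish were also regrouped at random, the real grouping included. As small a camera p arose in 9 of 100 regroupings for HepABC HCC and in 12 of 35 for CreLox HCC. The camera p alone therefore does not set the list apart from random groupings. Leaving out control fish 621 or 630 raised the camera p in CreLox HCC to 0.0950 and 0.0818.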

We examined the level and distribution of selected Wnt/β-catenin target genes across hepatocyte and non-hepatocyte clusters, focusing on genes that were significantly upregulated in male zebrafish HCC from our bulk RNA-seq analysis (*jun*, *axin2*, *wif1*, *myca*) (Table S6) and/or previously implicated in hepatocarcinogenesis (*jun*, *axin2*, *mtor*, *glula*, *myca*) (Adebayo Michael et al., 2019; Okabe et al., 2016; Seki et al., 2012; Villanueva et al., 2008). We observed non-uniform expression levels and distribution of these genes across clusters (Fig. 7C), indicating heterogeneity in Wnt/β-catenin target gene expression. We determined that 2.9% (CreLox HCC) to 15.2% [*Tg(fabp10a:pt-β-cat)* HCC] of hepatocytes from zebrafish β-catenin-driven HCC had detectable expression of two or more of the Wnt/β-catenin target genes *axin2*, *mtor*, *glula*, *myca* and *wif1* (Fig. 7D and Table S16), and 0.8% (CreLox HCC) to 2.2% [*Tg(fabp10a:pt-β-cat)* HCC] of hepatocytes had detectable expression of three or more of these genes. One Wnt/β-catenin target, *jun*, was widely expressed in non-HCC hepatocytes (52.6%), suggesting that the presence of *jun* mRNA is not indicative of aberrant Wnt/β-catenin signaling (Table S17). The level of *jun* expression in non-HCC hepatocytes expressing *jun* was significantly lower than in *jun*-expressing *Tg(fabp10a:pt-β-cat)* HCC and CreLox HCC hepatocytes (*P*=0.0004 and *P*<0.0001, respectively) (Table S17). This analysis of Wnt/β-catenin target gene expression at the single-cell level indicates focal activation of Wnt/β-catenin signaling in established tumors, supporting the hypothesis that β-catenin-driven transcriptional activity is heterogeneous in zebrafish β-catenin-driven HCC.

## DISCUSSION

Here we report generation of a zebrafish model of β-catenin-driven HCC [*Tg(fabp10a:CreERT2)*; *Tg(fabp10a:flox-pt-β-cat),* CreLox], in which activated β-catenin is switched on using tamoxifen-inducible CreER^T2^ recombinase under control of the hepatocyte-specific *fabp10a* promoter. This tool enables switching on activated β-catenin in a subset (∼9%) of larval hepatocytes or in the majority of larval hepatocytes with 4-hydroxytamoxifen (TAM) treatment. Switching rates were estimated using the *Tg(ubi:switch)* reporter line to visualize both pre- and post-switch states with fluorescent proteins. We discovered that switching on activated β-catenin in the majority of hepatocytes by TAM administration from 3 to 6 dpf was sufficient to produce HCC in 28% of zebrafish by 6 mpf. Switching on activated β-catenin in a subset of larval hepatocytes led to similar HCC penetrance, indicating that activated β-catenin in a small number of developing hepatocytes is sufficient to initiate HCC and suggesting that the critical time window for turning on activated β-catenin occurs before 3 dpf.

HCC penetrance was significantly lower in the CreLox model than in *Tg(fabp10a:pt-β-cat)* zebrafish (Evason et al., 2015), in which activated β-catenin is expressed under the direct control of the *fabp10a* promoter beginning at 2 dpf (Her et al., 2003a). One possible explanation for this difference in penetrance is that activated β-catenin is expressed slightly earlier in *Tg(fabp10a:pt-β-cat)* zebrafish than in CreLox zebrafish due to the time required to transcribe and translate *CreER^T2^* and excise the BFP cassette. Perhaps a specific subset of larval *fabp10a-*expressing hepatocytes is ‘oncogene sensitive’ and must express activated β-catenin at an early time point in order to initiate tumorigenesis. In CreLox zebrafish, HCC only develops when activated β-catenin happens to be switched on in a sufficient number of these sensitive hepatocytes. In contrast, *Tg(fabp10a:pt-β-cat)* zebrafish have activated β-catenin in all *fabp10a-*expressing hepatocytes, including the oncogene-sensitive hepatocytes, and thus develop HCC at a higher rate.

Activated β-catenin expression in a progenitor population representing 4% of liver cells at E11.5 is sufficient to initiate HCC in mice (Mokkapati et al., 2014). Taken together with our findings in zebrafish, these results support the hypothesis that β-catenin expression in a subset of hepatocytes is sufficient to initiate HCC in vertebrates. HCC initiation may require the relatively undifferentiated, primitive nature of these susceptible cells along with β-catenin. In mice, the initiating cells are multipotent and express hepatic stem cell markers (Mokkapati et al., 2014). In zebrafish, early liver cells have exceptional regenerative potential, as zebrafish liver structure and function normalize within 4 days following severe hepatocyte ablation (Choi et al., 2014). In HCC patients, the inflammatory, regenerative milieu of chronic hepatitis – present in 80–90% of HCC – may provide the analogous additional impetus for hepatocarcinogenesis (Fattovich et al., 2004).

In adult zebrafish with β-catenin-driven HCC, we found that Wnt reporter activity (Fig. 5A,E) and Wnt target gene expression (Fig. 7C,D) are confined to a small subset of HCC cells. These findings are in keeping with the focal nuclear/cytoplasmic β-catenin localization that we observed in both of our β-catenin-driven HCC models (Fig. 5B–F) (Evason et al., 2015) and that is characteristic of human HCC (Evason et al., 2015; Friemel et al., 2015; Qiao et al., 2018; Rebouissou et al., 2016). Our results support the hypothesis that heterogeneity in β-catenin immunostaining is due to heterogeneous β-catenin activity and not due to limitations in detection of β-catenin protein.

To switch on activated β-catenin, we used *CreER^T2^*, consisting of Cre recombinase fused to the modified ligand-binding domain of the human estrogen receptor (ER^T2^). CreER^T2^ is believed to be the best tamoxifen-dependent Cre recombinase in terms of ligand specificity – ER^T2^ binding is specific for 4-hydroxytamoxifen (TAM), limiting the risk of activation of fusion proteins by endogenous estrogens – and recombination efficiency (Feil et al., 1997; Metzger and Chambon, 2001). We found that ∼9% of larval hepatocytes in *Tg(fabp10a:CreERT2)*; *Tg(ubi:switch)* zebrafish showed switching in the absence of TAM, indicating leaky CreER^T2^ activity in this model. A study by Choi et al. used the same *fabp10a* promoter that we used in our studies to drive *CreER^T2^* expression in zebrafish and did not report leakiness, although adult switching was not closely examined (Choi et al., 2014). However, mouse studies have demonstrated tamoxifen-independent CreER^T2^ activity in some circumstances, including when CreER^T2^ is expressed under control of the Ubiquitin C promoter (Kristianto et al., 2017) and in the RIP-CreER mouse, wherein pancreatic β cells are targeted with the rat insulin 2 promoter (Liu et al., 2010). These observations and the findings reported here highlight the importance of maintaining proper controls to avoid confounding effects of TAM-independent CreER^T2^ activity.

Our finding that TAM treatment of adult CreLox zebrafish did not increase HCC penetrance suggests that additional activated β-catenin in adult zebrafish is not sufficient to initiate HCC. This finding is in keeping with results in mice showing that hepatocyte-specific expression of β-catenin in mice via hydrodynamic tail vein injection (Tao et al., 2016) or under control of the albumin promoter (Nejak-Bowen et al., 2010) is not sufficient for HCC initiation. However, to more rigorously examine the question of timing, tighter control of β-catenin expression will be required. This objective could be achieved by modifying the *fabp10a* promoter to reduce CreER^T2^ expression levels (Morita et al., 2012). A doxycycline-inducible system (Li et al., 2012) could enable determining the effects of turning on and off β-catenin at different time points.

Graph-based clustering of our scRNA-seq data showed some integration of hepatocytes derived from the two HCC models, but several hepatocyte clusters, including clusters 4, 5 and 7, were markedly enriched for one HCC model over the other (Fig. 7A,B and Table S9). There are at least three possible explanations for this finding. One, technical issues in sample preparation might cause sample-specific effects to dominate over cell-type specific effects. In this case, however, we would expect to see separation of both non-hepatocytes and hepatocytes based on sample type, and in contrast we saw clear integration of all three samples in clusters 9, 10 and 11 (Fig. 7A,B). Two, CreLox and *Tg(fabp10a:pt-β-cat)* zebrafish may develop distinct types of HCC. Repudiating this possibility, histologic analysis of CreLox and *Tg(fabp10a:pt-β-cat)* zebrafish does not reveal substantial morphologic differences in HCC derived from the two models. Three, HCC in CreLox and *Tg(fabp10a:pt-β-cat)* may be similar overall, but substantial intertumor heterogeneity among different animals results in separation of clusters from any two animals regardless of model type. Supporting the third possibility, our bulk RNA-seq analysis highlighted significant similarities in gene expression and pathway alterations between CreLox and *Tg(fabp10a:pt-β-cat)* zebrafish HCC. We also saw similar heterogeneous β-catenin localization in both HCC models. scRNA-seq analysis of additional tumors from both models would be helpful to further define similarities and differences among β-catenin-driven HCC. It will also be interesting to see if HCCs in these models consist of a single large tumor or multiple tumors. This will clarify the context in which heterogenous β-catenin arises. Tracking tumor cell origin using tools such as CRISPR/Cas9-mediated genome editing of synthetic target arrays for lineage tracing can provide these answers (McKenna et al., 2016).

In summary, we have generated and characterized a CreER-inducible zebrafish model of hepatocyte-specific β-catenin-driven HCC. We have defined the transcriptional characteristics of β-catenin-driven zebrafish HCC at both the bulk and single-cell transcriptome levels. Our findings underscore the importance of a small number of β-catenin-expressing cells in driving both HCC initiation and progression.

## MATERIALS AND METHODS

### Zebrafish husbandry

Zebrafish (*Danio rerio*) lines were maintained under standard conditions in compliance with the University of Utah Institutional Animal Care and Use Committee guidelines (Kimmel et al., 1995). In addition to male and female wild-type AB and TL strains, six transgenic lines were used in this study: *Tg(fabp10a*:*pt-β-cat)* (Evason et al., 2015)*, Tg(7xTCF-Xla.Siam:nlsmCherry)* (Moro et al., 2012), *Tg(ubi:loxP-EGFP-loxP-mCherry)* [referred to hereafter as *Tg(ubi:switch)*] (Mosimann et al., 2011)*, Tg(fabp10a:Cre)* (Ni et al., 2012), *Tg(fabp10a: CreER^T2^),* and *Tg(fabp10a:flox-pt-β-cat).* Embryos and larvae were cultured in egg water (2.33 g Instant Ocean in 1 l Milli-Q water with 0.5 ml Methylene Blue) and stored in a 28.5°C incubator. Adult zebrafish were housed on a recirculating system and fed brine shrimp, flakes, and powdered food. Animals were euthanized by tricaine methanesulfonate (0.02%) and/or ice water immersion (rapid chilling).

### Generation of *Tg(fabp10a: CreER^T2^)* and *Tg(fabp10a:loxP-BFP-loxP-Xla.Ctnnb1)* zebrafish

The *pKE13_fabp10a:CreER^T2^,cryaa:Venus* plasmid was generated by replacing the *Cre* portion of the *I-SceI* meganuclease vector *pHD157_fabp10a:Cre,cryaa:Venus* (a kind gift from Dan Hesselson of the Garvan Institute of Medical Research) with tamoxifen-inducible *CreER^T2^* (Ninov et al., 2013). The *CreER^T2^* insert (Ninov et al., 2013) was amplified by polymerase chain reaction (PCR) from *TP1:CreERT2-Tol2-delta* (a kind gift from Nikolay Ninov of the Center for Regenerative Therapies TU Dresden), adding NheI and NotI restriction enzyme sites at the 5′ and 3′ ends, respectively, and placed downstream of the *fabp10a* promoter (Her et al., 2003b) into an *I-SceI* meganuclease vector (Thermes et al., 2002) that also contained *cryaa:Venus* (Hesselson et al., 2009; Kurita et al., 2003).

The *pKE12_fabp10a:loxP-BFP-loxP-Xla.Ctnnb1,cryaa:mCherry* plasmid was generated from the *I-SceI* meganuclease vector *pHD142_ins:loxP-BFP-loxP-DTA,cryaa:mCherry* (a kind gift from Dan Hesselson) by replacing the insulin promoter and diphtheria toxin portions with the *fabp10a* promoter (Her et al., 2003b) and *pt-β-catenin*, respectively. *pt-β-catenin* was amplified by PCR from the pCS2-XE49 plasmid (Yost et al., 1996) (a kind gift from Ben Cheyette of University of California, San Francisco), adding FseI and NotI sites at the 5′ and 3′ ends, respectively, and placed downstream of the *fabp10a* promoter (Her et al., 2003b) and floxed enhanced blue fluorescent protein (EBFP2) into an *I-SceI* meganuclease vector (Thermes et al., 2002) that also contained *cryaa:mCherry* (Hesselson et al., 2009; Kurita et al., 2003).

One-cell-stage embryos were microinjected with *pKE12* or *pKE13* plasmid, *I-SceI* meganuclease, *I-SceI* buffer, and Phenol Red as previously described (Thermes et al., 2002). Injected embryos with colored eyes at 2–5 days post fertilization (dpf) were raised to adulthood and crossed to detect founders with germline transmission. We identified two *Tg(fabp10a:CreER^T2^)* founders, showing similar phenotypes, and one *Tg(fabp10a:loxP-BFP-loxP-Xla.Ctnnb1)* founder [hereafter referred to as *Tg(fabp10a:flox-pt-β-cat)*]. Transgenic descendants of *Tg(fabp10a:CreER^T2^)* and *Tg(fabp10a:flox-pt-β-cat)* founders were differentiated from control siblings at 3 dpf or later based on *cryaa:*Venus and *cryaa:*mCherry expression, respectively. For experiments where it was not possible to distinguish *cryaa:*Venus expression due to the presence of *Ubi:*GFP, *Tg(fabp10a:CreER^T2^)* animals were identified by PCR genotyping (see below).

### PCR genotyping of *Tg(fabp10a:CreER^T2^)*

For genotyping of larvae or adult fish, genomic DNA was extracted by immersing whole larvae or fin-clip in 100 μl of genomic extraction buffer with 25 μl Proteinase K per ml of genomic extraction buffer. Samples were cycled as follows: 55°C 120′, 95°C 10′ and 10°C hold. 1 μl of this liquid was used in a 12 μl total volume PCR reaction. For amplifying CreER, 5′-AACGAGTGATGAGGTTCGCA–3′ forward primer and 5′–TGATCCTGGCAATTTCGGCT–3′ reverse primer were used. Temperature cycles were as follows: 95°C for 2′; 40 cycles of 95°C for 30″, 54°C for 30″, 72°C for 2′30″; 72°C for 5′; and 10°C hold. PCR samples were loaded into a 3% agarose gel in PBS and a band size of 488 bp was observed to establish Cre positivity. For Cre genotyping from frozen or paraffin-embedded sections, we used zebrafish material from the embedded blocks as input for genomic DNA extraction.

### 4-hydroxytamoxifen (TAM) treatment

At 3 dpf, hatched larvae were anesthetized in tricaine methanesulfonate for fluorescence sorting based on fluorophore expression in the eyes. Sorted larvae were distributed into nine- or six-well culture plates in 3 or 4 ml solution of egg water with either 10 µM 4-hydroxytamoxifen (TAM, Sigma-Aldrich) and 0.1% ethanol or 0.1% ethanol alone from 3 to 6 dpf. A maximum of 5 larvae/ml solution were treated. Untreated larvae were kept in egg water only with no additions.

Adult zebrafish (3–4 mpf) were immersed in system water alone; system water plus 0.1% ethanol; or system water plus 0.1% ethanol and 2.3 µM TAM overnight for 3 consecutive nights. During the day, fish were fed and exposed to normal water flow. The fish were euthanized by rapid freezing either 1 week post treatment for assessing switching or 6 months post treatment for assessing HCC induction.

### Whole-mount immunostaining and imaging of larval zebrafish

Larvae were euthanized, rinsed in PBS, and then fixed in 4% paraformaldehyde (PFA) in PBS for at least 12 h at 4°C. Post-fixation, larvae were rinsed in PBS and dissected under a Leica dissecting microscope using forceps to reveal the liver. For assessing BFP expression in *Tg(fabp10a:flox-pt-β-cat)* zebrafish, larvae were blocked for at least 1 h with PBS+4% BSA+0.3% Triton X-100 (PBT), and then incubated with chick anti-GFP primary antibody (1:500, Aves Cat #GFP-1020, Lot #0511FP12) for at least 12 h followed by AlexaFluor goat anti-chick 488 secondary antibody (A11039, Lot #1937504) for at least 12 additional hours. Larvae for all confocal imaging experiments were mounted in 1% low-melt agarose plus SlowFade Diamond Antifade Mountant (Invitrogen) and cover-slipped. All samples in each experiment were imaged on the same day on an Olympus confocal microscope using the same parameters for all zebrafish.

Quantification of BFP expression and Wnt reporter activity in 5-dpf *Tg(fabp10a:flox-pt-β-cat); Tg(7xTCF-Xla.Siam:nlsmCherry)* larvae was done on the same zebrafish. The second z-slice from the ventral surface of the liver (approximately 5 μm from the ventral surface) was selected for quantification. Image files were blinded and randomized. To quantify BFP expression (anti-GFP antibody recognizes BFP), the mean fluorescence in each liver was determined using FIJI/ImageJ (Rueden et al., 2017; Schindelin et al., 2012). To quantify Wnt reporter activity, blinded image files were scored manually for mCherry expression in hepatocytes according to the following scale: absent (no expression); low (expression in less than 10%); or high (expression in greater than 10%). This experiment was performed three times (three different clutches of zebrafish), with similar results each time. A representative example is shown for BFP expression, and pooled data is shown for Wnt reporter activity.

For assessing switching in *Tg(ubi:switch)* 6-dpf larvae, whole-mount imaging was performed twice (two different clutches of zebrafish), with similar results each time; representative images from one experiment are shown while data analysis was performed on the pooled data set of the two experiments.

### Assessing switching in 10-dpf, 20-dpf, and adult *Tg(fabp10a:CreERT2); Tg(ubi:switch)* zebrafish

Zebrafish at 10 or 20 dpf were fixed in 4% PFA for at least 12 h at 4°C, rinsed in PBS and then decalcified in 0.5 M pH 8 Ethylene Diamine Tetra Acetic Acid (EDTA) overnight at room temperature. Adult zebrafish (3–4 mpf) were euthanized 1 week post TAM treatment. Their livers and intestines were dissected from the body cavity and fixed in 4% PFA for at least 12 h at 4°C. Whole zebrafish larvae (10 or 20 dpf) and adult liver/intestines were immersed in 30% sucrose in PBS at 4°C, allowed to equilibrate, and cryosectioned into 5 μm-thick sections. On the day of imaging, frozen sections were air-dried for 30 min to 1 h; Slowfade Diamond Antifade Mountant was applied followed by cover-slipping and imaging on an Olympus IX81 Confocal microscope, using Olympus Fluoview version 4.1 software.

For quantification, the images were blinded using a randomization software and analyzed with ImageJ software. Hepatocytes were assigned and counted as either mCherry positive (switched) or EGFP positive (unswitched). Switching was assessed as the percentage of mCherry positive hepatocytes over total number of hepatocytes (mCherry positive plus EGFP positive). Genotyping for CreER was performed as described above using residual fish from the frozen block.

The 10-dpf experiment was performed three times (three different clutches of zebrafish), and data from three experiments were pooled. The 20-dpf experiment was performed once. The adult experiment was performed two times (two different clutches of zebrafish), and data from two experiments were pooled.

### Quantification of liver-to-body mass ratios and histological analysis

*Tg(fabp10a: CreER^T2^); Tg(fabp10a:flox-pt-β-cat), Tg(fabp10a: CreER^T2^)* and *Tg(fabp10a:flox-pt-β-cat)* zebrafish were treated with 10 µM TAM at 3 dpf or 2.3 µM TAM at 3 mpf and housed under standard conditions for 6 months post switching (until 6 mpf or 9 mpf, respectively). *Tg(fabp10a:pt-β-cat)* and non-transgenic control siblings were raised in parallel.

Fish were euthanized and weighed. Livers were dissected using a Leica dissecting microscope and weighed. These livers were fixed using 4% paraformaldehyde (PFA) in PBS for maximum 48 h at 4°C followed by immersion in 70% ethanol in embedding cassettes for paraffin embedding, sectioning (5 μm-thick sections) and H&E staining.

H&E-stained slides were blinded and scored by a board-certified pathologist (K.J.E.) based on established criteria for zebrafish HCC (Evason et al., 2015; Mudbhary et al., 2014). Samples were designated as follows: (1) HCC, defined by mild to severe cytologic abnormalities (nuclear contour irregularities, coarse chromatin, prominent nucleoli and/or increased nuclear-to-cytoplasmic ratios) and mild (irregular dilated sinusoids with intact bile ducts, focal compact growth/crowding), moderate (thickened cell plates, pseudoglands, large zones of compact growth without bile ducts) or severe (prominent pseudogland formation, zones with necrosis/apoptosis and very disrupted architecture) architectural abnormalities; (2) intermediate changes, defined by minimal/mild cytologic abnormalities and minimal/mild architectural abnormalities or moderate/severe cytologic abnormalities and no architectural abnormalities, and (3) no/minimal changes, defined by normal cytologic features and architecture or focal minimal/mild cytologic abnormalities or minimal/mild architectural abnormalities but not both. Oftentimes, multiple morphologically distinct lesions were observed within the same liver, sometimes with intervening liver parenchyma that appeared relatively normal. In these cases, only the highest-grade lesion was scored. Representative images of H&E-stained sections were taken using an Olympus BX53 microscope with attached Olympus DP73 camera and Olympus cellSens Entry 1.16 software.

This experiment was performed five times (five clutches of zebrafish) for *Tg(fabp10a: CreER^T2^); Tg(fabp10a:flox-pt-β-cat), Tg(fabp10a: CreER^T2^)* and *Tg(fabp10a:flox-pt-β-cat)* zebrafish. It was performed twice (two clutches of zebrafish) for *Tg(fabp10a:pt-β-cat)* and non-transgenic control siblings. After each experiment, H&E slides were blinded and scored in a preliminary round. After all experiments were complete, H&E slides from all experiments were blinded, randomized, and scored again. Any slides with a substantial difference in score (for example, HCC versus no/minimal changes) were blinded again and scored a third, definitive time.

### Measuring activated β-catenin and Wnt reporter activity in adult *Tg(fabp10a:pt-β-cat)* zebrafish

For quantifying Wnt reporter activity and β-catenin localization in adult zebrafish, progeny from a cross of *Tg(fabp10a:pt-β-cat)* and *Tg(7xTCF-Xla.Siam: mCherry)* zebrafish were raised to 6 mpf. The fish were weighed and their livers dissected for calculating liver-to-body mass ratios and cryosectioned for immunofluorescence imaging of antibody-stained β-catenin and reporter mCherry presence. Cryosections were air-dried for 30 min in the dark and washed in PBS, stained with mouse anti-β-catenin antibody (Sigma-Aldrich, Cat#C7207) (1:200 in 4% BSA-PBS) overnight at 4°C, washed five times with PBS, stained with AlexaFluor donkey anti-mouse 647 secondary (1:200 in 4% BSA-PBS, Invitrogen, Cat#A31571) at room temperature, and stained for 3 min with 5 µg/ml DAPI solution. Slides were then washed with PBS and mounted with SlowFade Diamond Antifade, cover-slipped, and imaged on an Olympus IX81 Confocal microscope and Olympus Fluoview version 4.1 software using a 405 nm laser for nuclear DAPI, 488 nm laser for β-catenin and 568 nm laser for the mCherry Wnt reporter. One field of view and z-slice was quantified per liver. Images in TIF format were analyzed using ImageJ after blinding image identity. Wnt reporter expression was scored manually as: (1) absent (no mCherry expression); (2) low (mCherry expression in less than 10% of cells); (3) high (mCherry expression in greater than 10% of cells). In terms of β-catenin localization, the samples were scored using the following matrix: 0, membrane only, wherein staining of membrane is distinct on all hepatocytes and much brighter than cytoplasm; 1+, focal (less than 10% of hepatic parenchyma) weak to moderate staining of hepatocyte cytoplasm with loss of distinct membrane staining; 2+, focal (less than 10% of hepatic parenchyma) strong cytoplasmic staining or patchy (10–50% of hepatic parenchyma) weak to moderate cytoplasmic staining; 3+, diffuse (more than 50% of hepatic parenchyma) staining of hepatocyte cytoplasm with loss of distinct membrane staining.

A subset of *Tg(fabp10a:pt-β-cat)* zebrafish and non-transgenic control siblings were only examined for β-catenin localization and not Wnt reporter activity. In these cases, immunofluorescence staining for β-catenin was performed on paraffin-embedded liver samples from one of the experiments that was used to assess HCC incidence in 6 mpf zebrafish. Paraffin-embedded sections were de-paraffinized by serial-immersion in three containers of Xylene for 5 min each, rehydrated by serial-immersion in two containers of 100% EtOH each, followed by 95% EtOH and 70% EtOH treatments, for 2 min each, ending with a 5 min ddH_2_O wash. Antigen retrieval was performed by treating the slides in a microwave oven (100% power setting) for 10 min in 10 mM citrate buffer pH 6.1. Before staining, sections were washed for 5 min in ddH_2_O. Pap pen was used to encircle the liver tissue fragment and blocking was done using PBT. Slides were stained for β-catenin using mouse anti-β-catenin antibody (1:200 in PBT) overnight at 4°C, washed four times with PBS+0.3% Triton X-100 (PT) for 15 min each, and stained with AlexaFluor donkey anti-mouse 647 secondary (1:200 in PBT, Invitrogen, Cat#A31571) overnight at 4°C. Slides were then washed four times with PT and allowed to dry completely for 30–60 min on benchtop. They were then mounted with SlowFade Diamond Antifade, cover-slipped, and imaged on an Olympus IX81 Confocal microscope and Olympus Fluoview version 4.1 software using a 647 nm laser for β-catenin. Two to five fields of view were taken per fish and all of them were analyzed using one z-slice each per field of view. Images in TIF format were blinded, analyzed and scored for β-catenin localization using the matrix described above. In cases where the diagnosis was different for multiple field of views from the same fish, the majority diagnosis was taken as final diagnosis for that sample.

### RNA seq

Zebrafish of the following genotypes/treatment groups were used as tissue source: *Tg(fabp10a:CreERT2); Tg(fabp10a:flox-pt-β-cat)* zebrafish treated with TAM from 3–6 dpf (CreLox), with HCC (*n*=3); *Tg(fabp10a:CreERT2); Tg(fabp10a:flox-pt-β-cat)* zebrafish treated with TAM from 3–6 dpf (CreLox), without HCC (*n*=2); and *Tg(fabp10a:CreERT2)* zebrafish treated with ethanol from 3–6 dpf (sibling controls), without HCC (*n*=4). All these fish were male, and were euthanized at 11 mpf by rapid chilling. Their livers were dissected for assessment of liver-to-body mass ratios, and half of each liver was submitted for histologic analysis as described above. The other half of each dissected liver was flash-frozen on dry ice and stored in −80°C prior to RNA extraction. RNA was isolated using TriReagent (Cat# R2050-1-50, Zymo Research) and Direct-Zol RNA Mini prep kit (Cat# R2050, Zymo Research) including DNase treatment following the manufacturer's protocols. Samples were eluted in RNase-/DNase-free water. Sample quality control, library preparation, sequencing and alignments were performed by the Huntsman Cancer Institute (HCI) High Throughput Genomics and Bioinformatic Analysis Shared Resource. Paired-read, 150 base pair sequencing was performed using Illumina's NovaSeq instrument. Three or four pooled libraries were run on each lane of the flow cell.

We performed a similar RNA sequencing experiment using livers isolated and prepared as described above from 6-mpf *Tg(fabp10a:pt-β-cat)* (HepABC) zebrafish with HCC (*n*=5) and their non-transgenic siblings without HCC (*n*=5). Three to four pooled libraries were run on each lane of the flow cell.

### Single-cell RNA-sequencing using the 10× Chromium platform

The following 6-mpf male zebrafish were used for this experiment: *Tg(fabp10a*:*pt-β-cat); Tg(7xTCF-Xla.Siam: mCherry)* [HCC(HepABC)], *Tg(fabp10a:CreERT2; fabp10a:flox-pt-β-cat)* zebrafish treated with TAM from 3–6 dpf [HCC(CreLox)], and *Tg(fabp10a:flox-pt-β-cat)* treated with TAM from 3-6 dpf (no HCC). Zebrafish were euthanized by rapid chilling and their livers were dissected. Half of each liver was submitted for histologic evaluation to confirm the diagnosis (HCC or no HCC). The remaining half of each liver was dissociated into single-cell suspensions and prepared for single-tube single-cell RNA sequencing (scRNA-seq) based on the 10× Genomics platform. Dissected liver tissue was immersed in 5% Fetal Bovine Serum (FBS) in Hank's Buffered Saline Solution (HBSS) without Phenol Red, with calcium and magnesium and chopped finely. The cells were homogenized in 1 ml of 0.25% trypsin+EDTA for 5 min at room temperature and re-suspended in 1 ml of 5%FBS+5 mM EDTA in HBSS-Free solution. Cells were then filtered through a 40 μm membrane filter, and the filtrate was centrifuged at 1200 RPM, 4°C for 5 min. The cell pellet was then re-suspended in phosphate buffered saline with 0.04% bovine serum albumin. The cell suspension was then filtered again through 40 μm cell strainers to obtain a liver single-cell suspension.

Samples were submitted to the HCI High-Throughput Genomics Shared Resource, where viability and cell count were assessed on Countess I (Thermo Fisher Scientific). The Chromium Single Cell Gene Expression Solution with 3′ chemistry, version 2 (PN-120237) was used to barcode individual cells with 16 bp 10× Barcode and to tag cell specific transcript molecules with 10 bp Unique Molecular Identifier (UMI) according to the manufacturer’s instructions. Equilibrium to targeted cell recovery of 6000 cells along with 10× Gel Beads and reverse transcription reagents were loaded to Chromium Single Cell A Chip (PN-120236) to form Gel-Bead-In EMulsions (GEMs), the micro-droplets. Within individual GEMs, cDNA generated from captured and barcoded mRNA was synthesized by reverse transcription at the setting of 53°C for 45 min followed by 85°C for 5 min. Subsequent A tailing, end repair, adaptor ligation and sample indexing was performed in bulk according to the manufacturer's instructions. The resulting barcoding libraries were qualified on Agilent D1000 ScreenTape on Agilent Technology 2200 TapeStation system and quantified by quantification PCR using KAPA Biosystems Library Quantification Kit for Illumine Platforms (KK4842). Multiple libraries were then normalized and sequenced on NovaSeq 6000 with 2×150 PE mode.

All protocols to generate scRNA-seq data on 10× Chromium platform including library prep, instrument and sequencing setting can be found on: https://support.10xgenomics.com/single-cell-gene-expression.

### Bioinformatics

#### Bulk RNA sequencing

For the CreLox and corresponding control zebrafish, optical duplicates were filtered out with BBMap's clumpify utility (v38.34). Sequence adapters were removed with cutadapt (v1.16). Raw FASTQ data was aligned with STAR (v2.6.1b) to the zebrafish genome (build GRCz11) with splice junctions annotated from Ensembl release 94. Gene expression was quantified with featureCounts (v1.6.3). Differential gene expression analysis was performed with DESeq2 (v1.22.2). Pipeline specifics and code are documented on GitHub (https://github.com/smkalasekar/Heterogeneous-beta-catenin-activation-is-sufficient-to-cause-hepatocellular-carcinoma-in-zebrafish).

For the HepABC and corresponding control zebrafish, sequence adapters were removed with cutadapt (v1.16). Raw FASTQ data was aligned with STAR (v2.6.1b) to the zebrafish genome (build GRCz11) with splice junctions annotated from Ensembl release 94. Gene expression was quantified with featureCounts (v1.6.3). Differential gene expression analysis was performed with DESeq2 (v1.20.0). Pipeline specifics and code are documented on GitHub (https://github.com/smkalasekar/Heterogeneous-beta-catenin-activation-is-sufficient-to-cause-hepatocellular-carcinoma-in-zebrafish).

Data from the following differential gene expression analyses were used for subsequent investigation including pathway analysis and generation of Venn diagrams: (1) CreLox(HCC)=CreLox with HCC versus control siblings (Cre driver only) without HCC; (2) NoHCC=CreLox without HCC versus control siblings (Cre driver only) without HCC; and (3) HepABC(HCC)=HepABC with HCC versus non-transgenic siblings without HCC.

Data from the aforementioned comparisons were analyzed through the use of Ingenuity Pathway Analysis (IPA), using the log ratios of molecules with significantly (*P*<0.05) altered gene expression as inputs. Canonical Pathways Analysis was used to identify the pathways from the IPA library of Canonical Pathways that were most significant to the data set. Functional Analysis was used to identify the biological functions and/or diseases that were most significant to the data set and were associated with biological functions and/or diseases in Ingenuity's Knowledge Base. IPA calculates *P*-values using Fisher's exact test. For Table S2, all three datasets were fed into the Comparison Analysis feature of IPA. Heatmaps from the comparison analyses were used to identify pathways commonly dysregulated in three samples. The *P*-values were derived from each individual dataset's Summary or Functional Analysis outputs generated by the IPA software.

Proportional Venn diagrams in Fig. 6 were plotted using an R Shiny app (http://eulerr.co/). *P*-values for the Venn overlap significance were calculated using the *dhyper* tool in R (https://rdrr.io/bioc/GeneOverlap/man/GeneOverlap.html). For calculations, the total number of genes in the genome was considered as 25,903 (Ensembl Zebrafish GRCz10).

#### Single-cell RNA sequencing

10× Genomics' Cell Ranger software (v2.2.0) executed primary data analysis through a series of bioinformatics pipelines using a combination of custom and third-party tools. Pipeline ‘cellranger mkfastq’ converted raw sequencing data into de-multiplexed FASTQ files with Illumina's bcl2fastq software. Two custom transgenic genomic references were built with ‘cellranger mkref’, but shared the common *Danio rerio* genome reference build GRCz11 with annotations from Ensembl release 94. The Ensembl gene annotations were filtered with ‘cellranger mkgtf’ for gene_biotypes matching ‘protein_coding’, ‘lincRNA’ and ‘antisense’ tags. All samples had additional transgenic sequence/annotations added: Xenopus β-catenin and EBFP sequences were added for HCC(CreLox) (X2) and no HCC(X4) samples, and Xenopus β-catenin sequence was added for the HCC(HepABC) sample (X1).

Each sample was processed with ‘cellranger count’ pipeline with their respective transgenic genome build with parameter ‘--expect-cells=3000’. Quality control (QC) reports from 10x Genomics reported warnings regarding the low fraction of reads in cells because its cell versus background algorithm assumes the cells' captured RNA content is within a single order of magnitude. However, the total UMI count versus ranked barcode plots (not shown) exhibited a more gradual sloping behavior than expected, which means the default Cell Ranger algorithm (v2.2.0) classifying cells versus background GEMs left out potential cell-like GEM partitions with much less RNA content due to either biological or technical reasons. In an attempt to recover those (perhaps lower quality) GEM partitions, the raw gene-barcode matrices from ‘cellranger count’ (located in ‘outs/raw_gene_bc_matrices’) were processed with the EmptyDrops algorithm (R package DropletUtils v1.2.2) to discriminate cells from background GEM partitions at a false discovery rate (FDR) of 1% (Lun et al., 2019). GEM partitions with 500 UMI counts or less were considered to be devoid of viable cells, while those with at least 10,000 UMI counts were automatically considered to be cells. For each sample, the ambient RNA's *P*-value null distribution was confirmed to be approximately uniform.

Cell-based QC metrics were calculated with R package scater (v1.10.1) using the calculateQCMetrics function (McCarthy et al., 2017). Principal component analysis (PCA) on the cell-based QC metrics combined with a multivariate outlier method flagged cells with outlying values in QC metrics as suspect (Filzmoser et al., 2008). Cells with extremely low UMI counts, extremely low gene counts, or extremely high percentage of expression attributed to mitochondrial genes were also flagged as low quality. Extremeness in any of these three measures was determined by three median absolute deviations from the median with the scater::isOutlier function applied to each sample individually. These cells suspected of being low quality were removed from downstream analysis. Characteristics of cells leading to their elimination are enumerated in Table S18. No cells exhibited extreme low UMI or gene count, while some sickly cells were dominated by extremely high mitochondrial expression. Many putative cells were removed because PCA analysis of several QC metrics indicated unusual characteristics. However, more rigorous filters based with more stringent UMI and gene count cutoffs were applied via custom R algorithms (Github, https://github.com/smkalasekar/Heterogeneous-beta-catenin-activation-is-sufficient-to-cause-hepatocellular-carcinoma-in-zebrafish). While the PCA-based outlier filter is quite aggressive, the number of cells passing QC still far exceeds the default from 10× Genomics naïve classification of cells.

Seurat V3 software (Butler et al., 2018; Stuart et al., 2018preprint) was used to analyze all data. Customized algorithms, which are all based on Seurat workflows, are described in detail at Github (https://github.com/smkalasekar/Heterogeneous-beta-catenin-activation-is-sufficient-to-cause-hepatocellular-carcinoma-in-zebrafish). Single-cell gene expression data is also publicly accessible on the Gene Expression Omnibus (GSE137788).

Following QC filters and data transformation to regress out variations driven by cells with high mitochondrial transcriptional activity, transcripts from a total of 1077 cells from no HCC control, 2112 cells from HCC(CreLox), and 2866 cells from HCC(HepABC) were used for subsequent analysis. After gene expression normalization, we performed PCA on the 2000 most highly variable genes in each sample as recommended by the Seurat V3 pipeline (Stuart et al., 2018preprint). Principal components (PCs) were then analyzed, and PCs up to 12 for HCC(HepABC), 16 for HCC(CreLox), and 16 for no HCC control were identified as relevant for subsequent clustering analyses based on statistical significance and minimal standard deviation from JackStraw and Elbow plots.

The graph-based t-Distributed Stochastic Neighbor Embedding (t-SNE) approach was executed for linear dimensional reduction of the chosen principal components (PCs) (Mwangi et al., 2014; van der Maaten, 2014). In the resultant t-Distributed Stochastic Neighbor Embedding (t-SNE) plots, spatial relationships between any two points/color-coded clusters are indicative of the transcriptional distances between them. Seurat algorithms were further applied to compute the most highly enriched genes per cluster in order to determine cellular identity. Cluster cell types were estimated based on computed lists of enriched genes as well as significantly differentially expressed genes previously known to be upregulated in each cell type (Spanjaard et al., 2018). Custom R scripts (available on Github, https://github.com/smkalasekar/Heterogeneous-beta-catenin-activation-is-sufficient-to-cause-hepatocellular-carcinoma-in-zebrafish) were used to identify the markers used to predict cluster composition of t-SNE plots derived from No HCC, HCC(CreLox), HCC(HepABC) zebrafish, and all three samples combined (Tables S19–S22), as well to identify upregulated genes within specific clusters in these plots (Tables S10, S12, S14).

The DAVID Genome Browser (Huang et al., 2009a,b) was used to perform Gene Ontology analysis of the identified cluster-specific markers (Tables S13, S15, S17). Custom R scripts were also used to compute the percentage cluster-wise representation of cells from each sample (Table S11), percentage of cells from each sample expressing 0, 1, 2, 3 or 4 Wnt targets *axin2*, *mtor*, *glula*, *myca* and *wif1* (Table S16) and *jun* expression in cells isolated from livers of Non-HCC, CreLox HCC, and HepABC HCC (Table S17).

### General methodology, image analysis and statistical methods

For each experiment involving tumor formation in adult zebrafish, an entire clutch of zebrafish was raised, so sample size was dependent on the size of the clutch. Animals that died before the experimental endpoint were excluded from analysis; this exclusion criteria was pre-established. All other animals were included in analysis. For each larval imaging experiment, we typically included five to ten zebrafish per genotype/group, based on the presence of fluorescent marker(s). Zebrafish with livers that were disrupted or lost during processing were excluded from analysis; this exclusion criteria was pre-established.

Immunofluorescence imaging was performed using an Olympus IX81 Confocal microscope with Olympus Fluoview version 4.1 software. Within each experiment, the same parameters (HV, gain, offset, etc.) were maintained for all images. Images were blinded and randomized using R (R Core Team, 2017), and then analyzed with FIJI/ImageJ (Rueden et al., 2017; Schindelin et al., 2012). For representative images, any adjustments in contrast were performed in parallel to all images within a figure panel using ImageJ to maintain the same parameters across images.

Data were analyzed and graphs were generated using GraphPad Prism software (version 7.04 or 8.0). To compare the extent of Cre-mediated switching among different genotypic and treatment groups and liver-to-body mass ratios an ordinary one-way ANOVA with Sidak's multiple comparisons test was performed. Alternatively, when standard deviations of groups were significantly different, non-parametric Kruskal–Wallis test followed by Dunn's multiple comparisons test was performed. To compare cytoplasmic β-catenin localization, Wnt reporter activity, and incidence of HCC and intermediate changes, Fisher's exact test was performed. Differences were considered statistically significant if *P*-values were less than 0.05. Mean values with standard deviations are reported for each experiment, unless otherwise mentioned.

## Supplementary Material

Supplementary information

# Supplementary material for: Heterogeneous beta-catenin activation is sufficient to cause hepatocellular carcinoma in zebrafish
**Source:** Biol Open. 2019 Oct 1;8(10):bio047829. doi: 10.1242/bio.047829
**Supplement:** Supplementary information

**Fig. S1**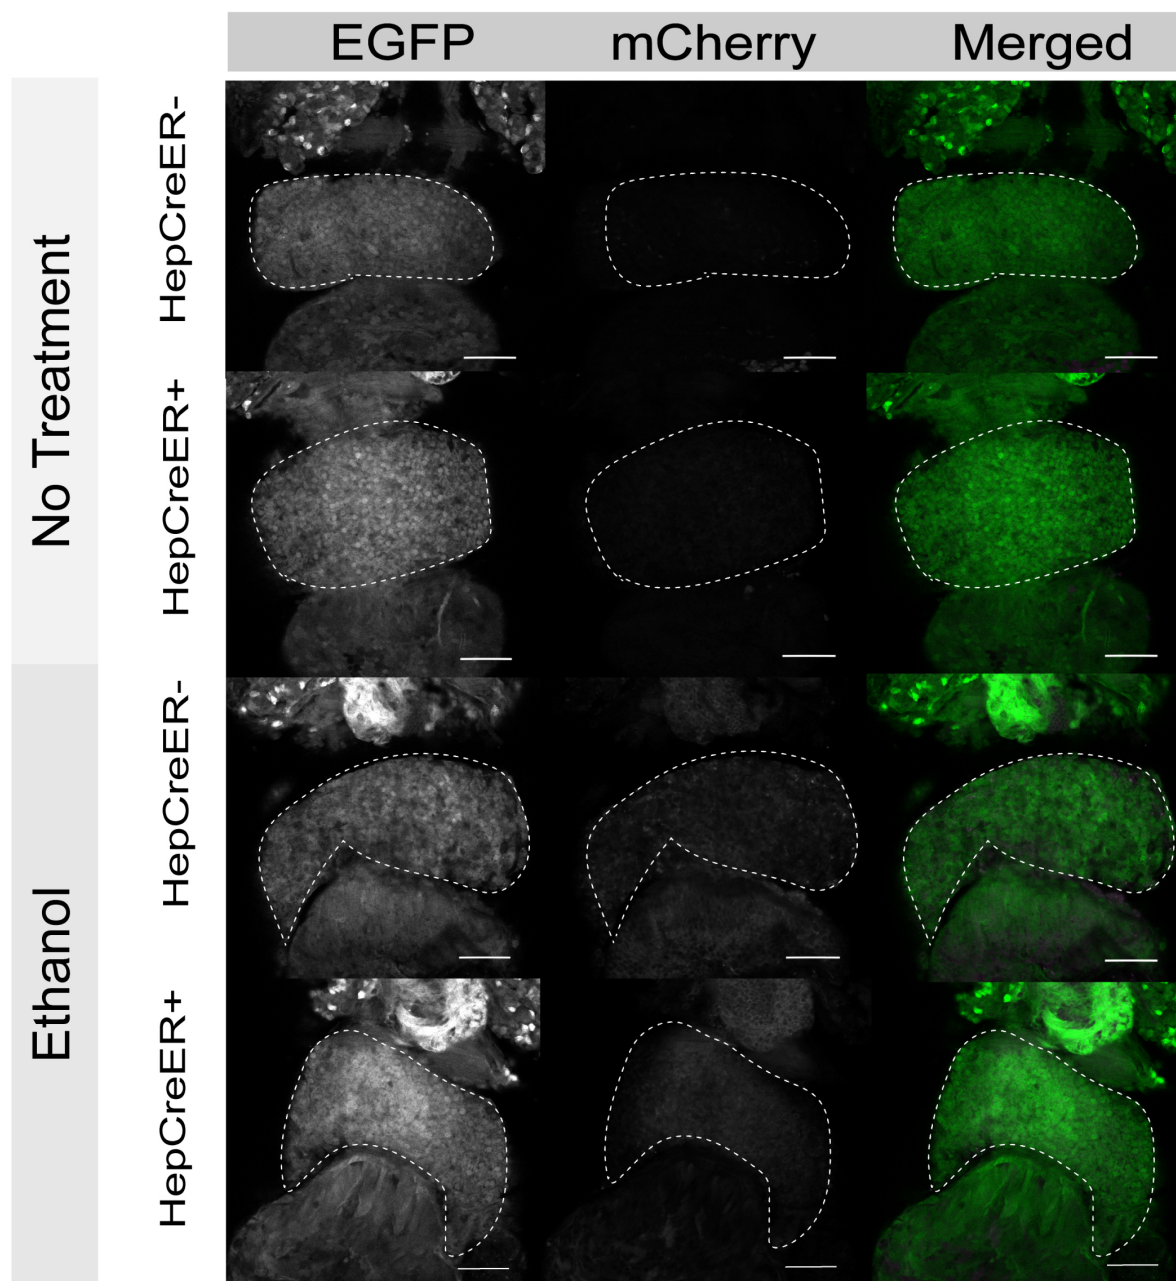

**Figure S1: Switching in CreERT2 modulated switch system at 6 dpf.** Representative images of *Tg(ubi:switch)* (HepCreER-) and *Tg(fabp10a:CreERT2); Tg(ubi:switch)* (HepCreER+) larvae treated with ethanol or egg water only (no treatment) between 3 dpf to 6 dpf and imaged at 6 dpf for EGFP and mCherry expression. No hepatocytes in these images have switched; all have EGFP expression and lack mCherry expression. Livers have been outlined with white dotted lines. Scale bars indicate 50  $\mu$ m. This experiment was performed twice and representative images are from one experiment.

**Fig. S2**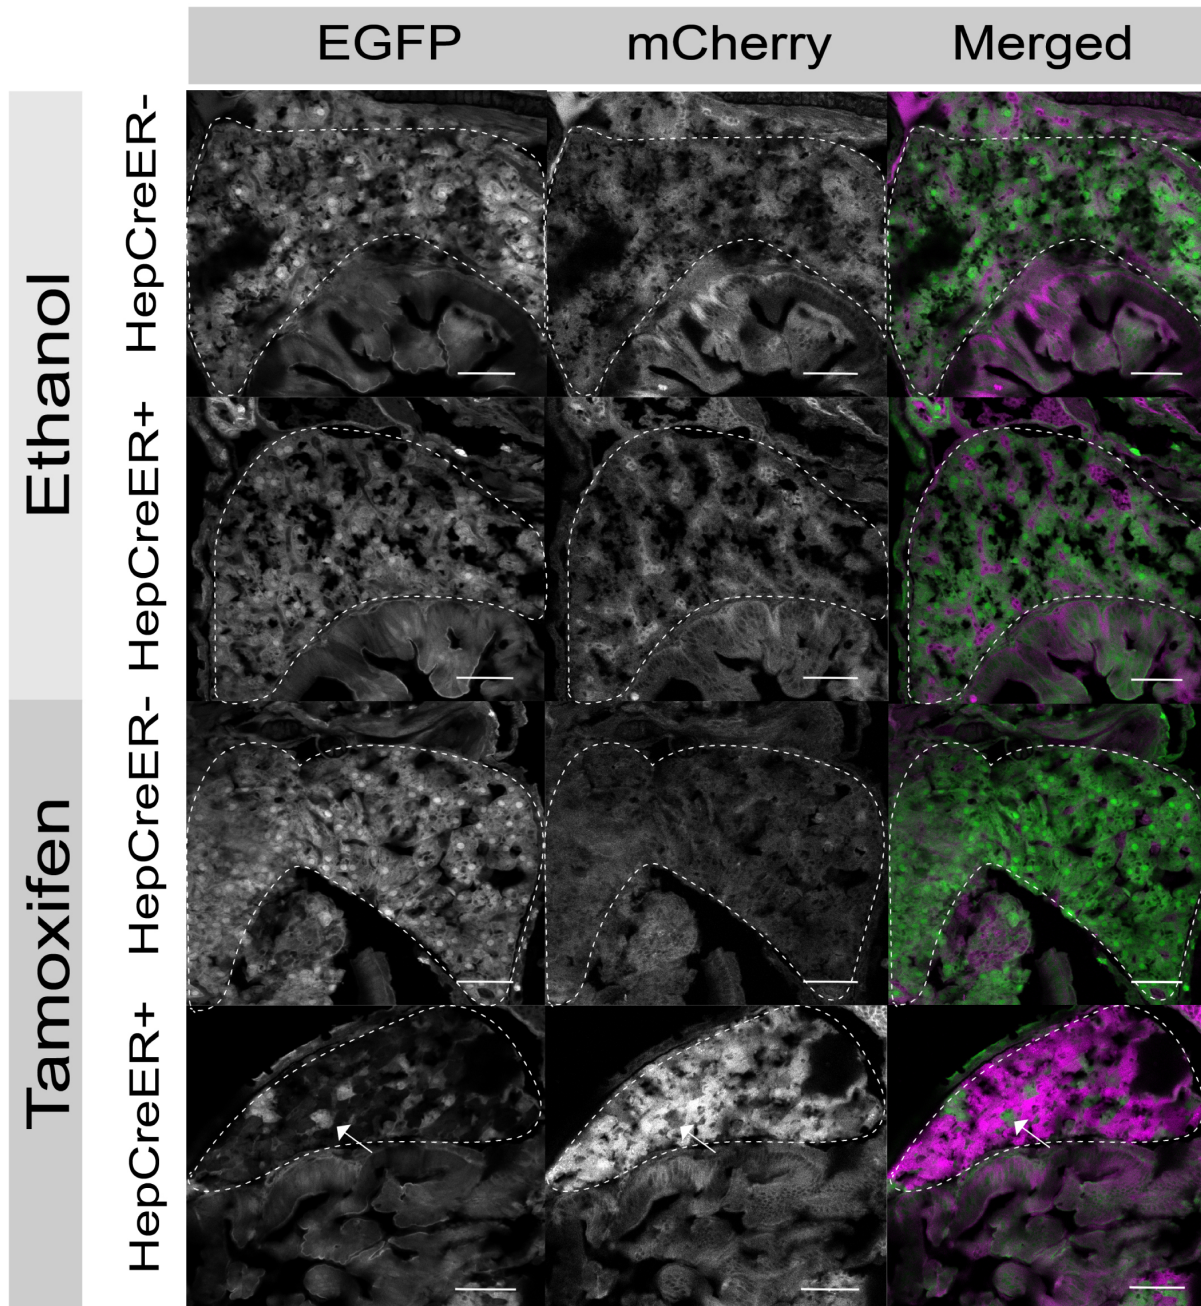

**Figure S2: Switching in CreERT2 modulated switch system at 10 dpf.** Representative images of *Tg(ubi:switch)* (HepCreER-) and *Tg(fabp10a:CreERT2); Tg(ubi:switch)* (HepCreER+) larvae treated with 4-hydroxytamoxifen (tamoxifen) or ethanol between 3 dpf to 6 dpf and imaged at 10 dpf for EGFP and mCherry expression. Almost all hepatocytes have switched in the Tamoxifen-treated HepCreER+ larva (have mCherry expression and lack EGFP expression) and unswitched hepatocytes are indicated by white arrows. Livers have been outlined with white dotted lines. Scale bars indicate 50  $\mu$ m. This experiment was performed thrice and representative images are from one experiment.

**Fig. S3**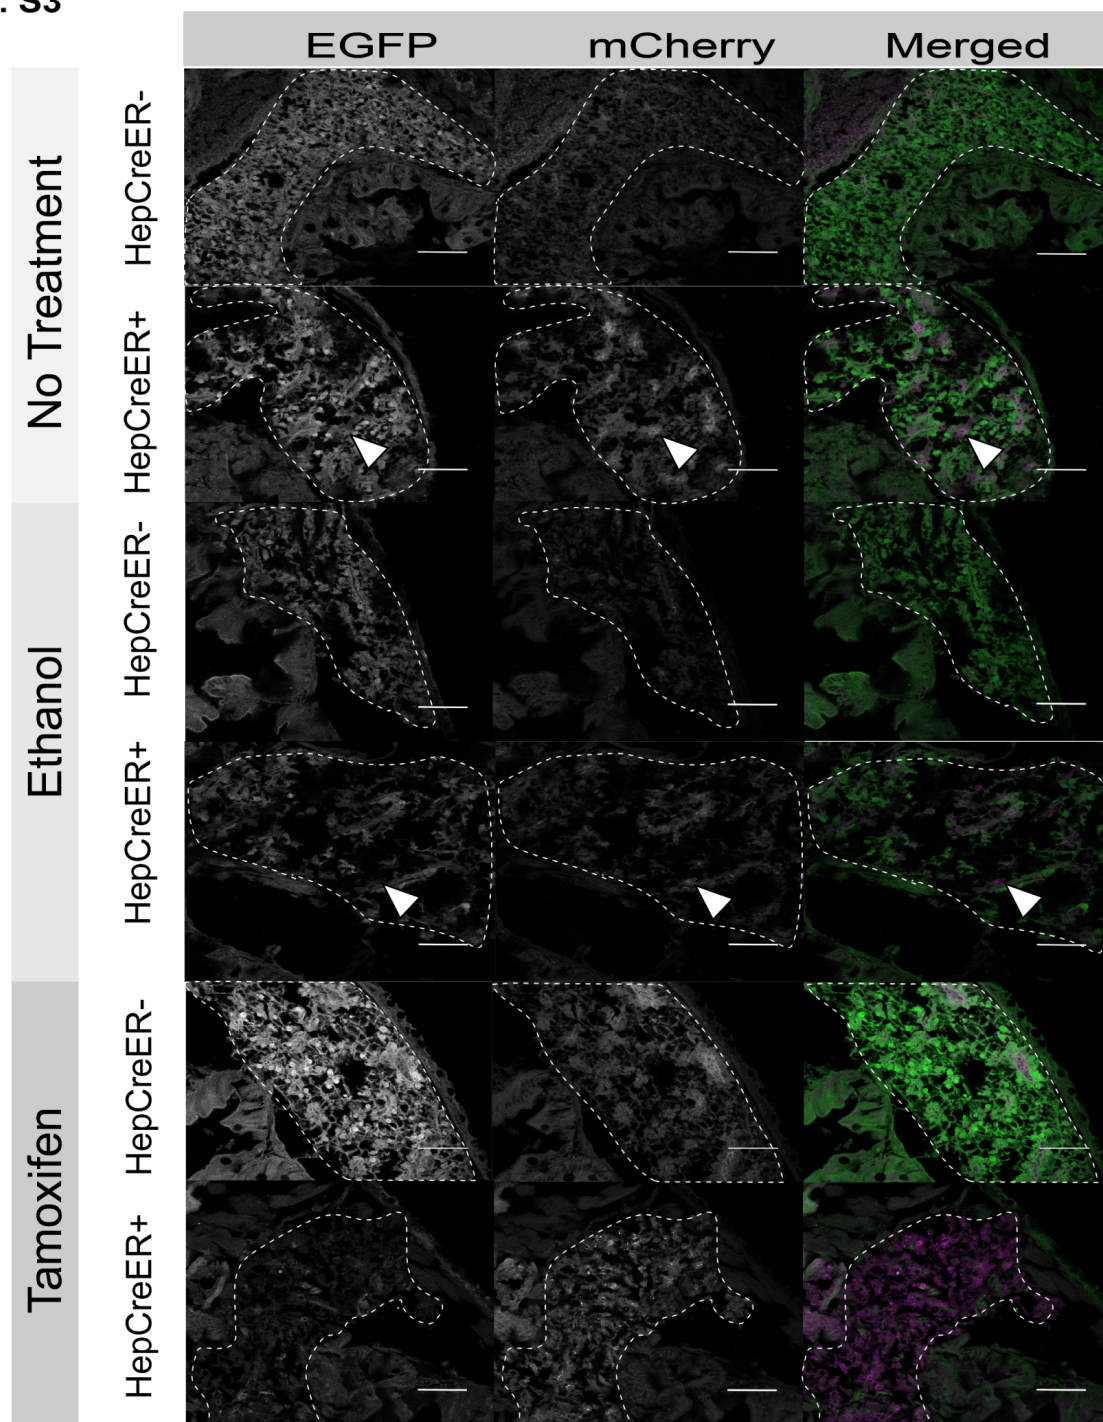

**Figure S3: Switching in CreERT2 modulated switch system at 20 dpf.** Representative images of *Tg(ubi:switch)* (HepCreER-) and *Tg(fabp10a:CreERT2); Tg(ubi:switch)* (HepCreER+) larvae treated with 4-hydroxytamoxifen (tamoxifen), ethanol, or egg water alone (no treatment) between 3 dpf to 6 dpf and imaged at 20 dpf for EGFP and mCherry expression. Successful switching is indicated by the loss of EGFP expression and gain of mCherry expression (arrowheads). All hepatocytes in tamoxifen-treated HepCreER+ liver have switched (bottom panels). Livers have been outlined with white dotted lines. Scale bars indicate 50µm. This experiment was performed once.

## Fig. S4

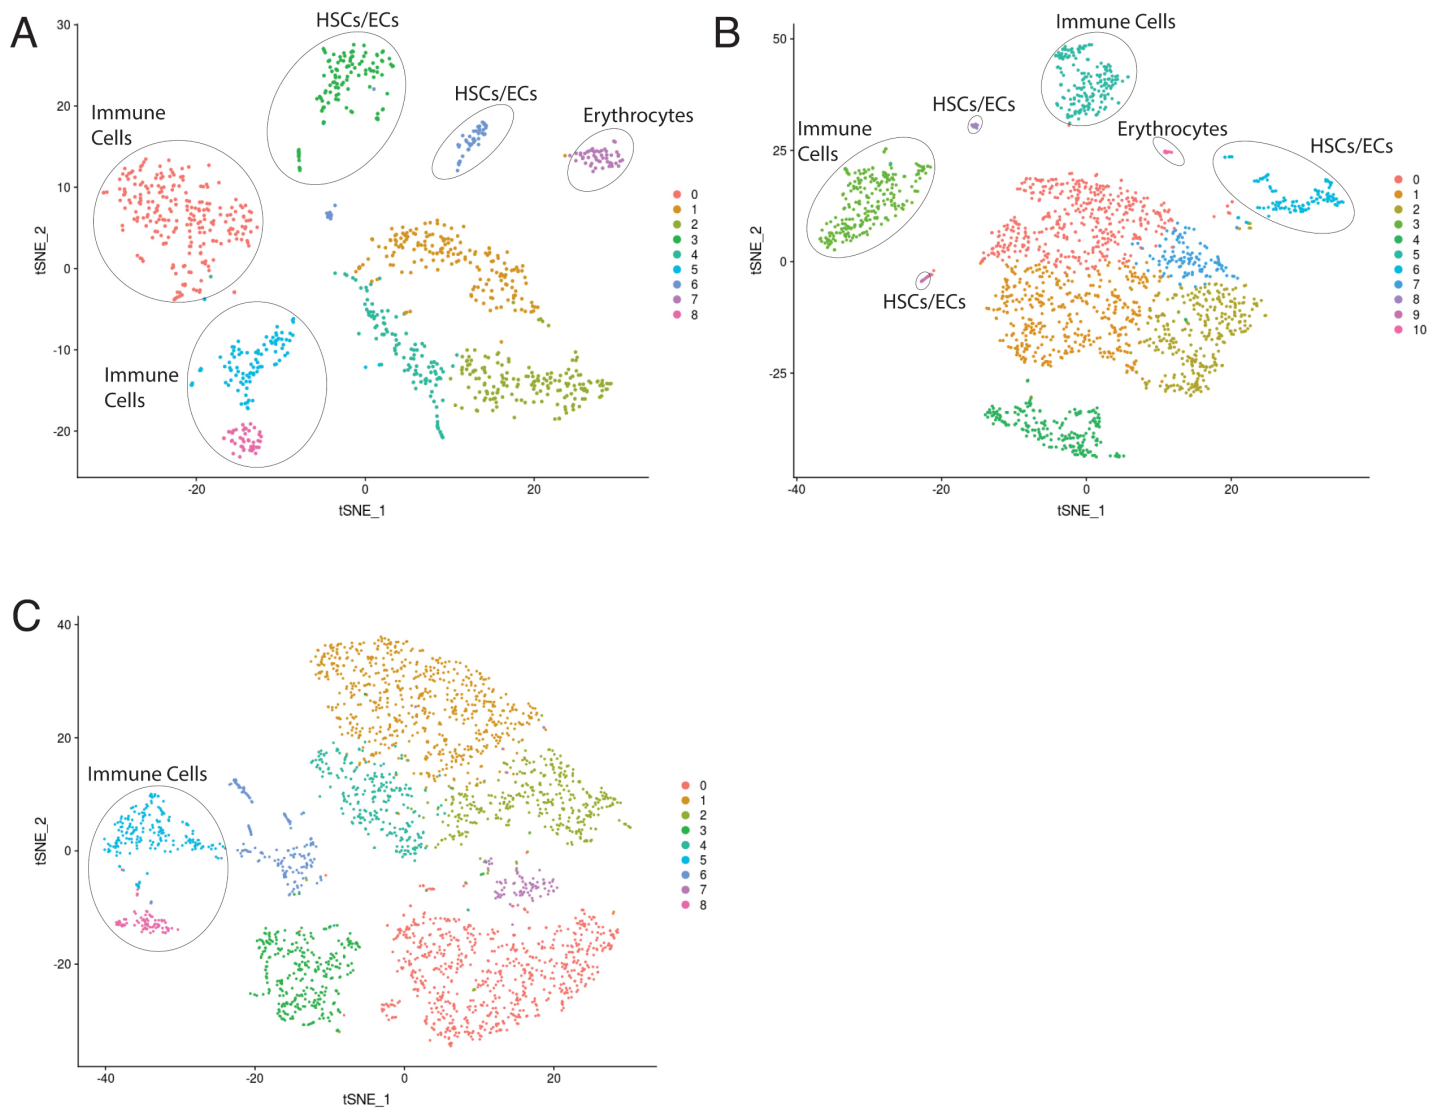

### Figure S4: Single-cell RNA sequencing of zebrafish liver and $\beta$ -catenin-driven HCC. (A) t-SNE

plot of 1077 cells isolated from the liver of 6-mpf male zebrafish without HCC. Cells are color-coded by their associated cluster. Non-hepatocytes are indicated as identified by the expression of markers highlighted in Table S18. All non-circled cells are hepatocytes. (B) t-SNE plot of 2112 cells isolated from the liver of 6-mpf male CreLox zebrafish with HCC. Cells are color-coded by their associated cluster. Non-hepatocytes are indicated as identified by the expression of markers highlighted in Table S19. All non-circled cells are hepatocytes. (C) t-SNE plot of 2866 cells isolated from the liver of 6-mpf male *Tg(fabp10a:pt-B-cat)* (HepABC) zebrafish with HCC. Cells are color-coded by their associated cluster. Non-hepatocytes are indicated as identified by the expression of markers highlighted in Table S20. All non-circled cells are hepatocytes.

## Supplementary Tables

Table S1: Transgenic lines

| Full name of line                                                                             | Abbreviation (text)                                            | Abbreviation (Figures) | Purpose                                                                                           | Reference             |
|-----------------------------------------------------------------------------------------------|----------------------------------------------------------------|------------------------|---------------------------------------------------------------------------------------------------|-----------------------|
| <i>Tg(fabp10a:Xla.Ctnnb1, cryaa:Venus)</i>                                                    | <i>Tg(fabp10a:pt-<math>\beta</math>-cat)</i>                   | HepABC                 | Established activated $\beta$ -catenin-driven HCC model                                           | Evason et al., 2015   |
| <i>Tg(7xTCF-Xla.Siam:nlsMCherry)</i>                                                          | <i>Tg(7xTCF-Xla.Siam:nlsMCherry)</i>                           | Wnt Reporter           | Reporter for activated $\beta$ -catenin-driven transcription                                      | Moro et al., 2012     |
| <i>Tg(-3.5ubb: LOXP-EGFP-LOXP-mCherry)</i>                                                    | <i>Tg(ubi:loxP-EGFP-loxP-mCherry)</i> or <i>Tg(ubi:switch)</i> |                        | Reporter line to characterize TAM-induced recombination                                           | Mosimann et al., 2011 |
| <i>Tg(fabp10a:Cre, cryaa:Venus)</i>                                                           | <i>Tg(fabp10a:Cre)</i>                                         | HepCre                 | To test functional recombination of <i>Tg(fabp10a:flox-pt-<math>\beta</math>-cat)</i> lox switch. | Ni et al., 2012       |
| <i>Tg(fabp10a:Cre-ERT2, cryaa:Venus)</i>                                                      | <i>Tg(fabp10a:Cre-ERT2)</i>                                    | HepCreER               | Temporal control of hepatocyte-specific Cre recombination.                                        |                       |
| <i>Tg(fabp10a:LOXP-BFP-LOXP-Xla.Ctnnb1, cryaa:mCherry)</i>                                    | <i>Tg(fabp10a:flox-pt-<math>\beta</math>-cat)</i>              | FloxABC                | Lox switch enabling activated $\beta$ -catenin activation upon Cre-induced recombination.         |                       |
| <i>Tg(fabp10a:Cre-ERT2, cryaa:Venus); Tg(fabp10a:LOXP-BFP-LOXP-Xla.Ctnnb1, cryaa:mCherry)</i> | CreLox                                                         | CreLox                 | Test progeny in which TAM-induction should cause Cre recombination and oncogene expression.       |                       |

**Table S2: Ingenuity pathway analysis of significantly differentially expressed genes in CreLox zebrafish with HCC, HepABC zebrafish with HCC, and CreLox zebrafish without HCC.**

| Name                                 | Category                                      | p-value in individual dataset |                      |                     |
|--------------------------------------|-----------------------------------------------|-------------------------------|----------------------|---------------------|
|                                      |                                               | CreLox HCC                    | HepABC HCC           | CreLox no HCC       |
| Wnt/B-catenin signaling pathway      | Canonical Pathways                            | 6.34E-03                      | 8.34E-07             | N.S.                |
| Liver Tumor                          | Diseases and Functions                        | 2.87E-11                      | 9.77E-19             | N.S.                |
| Inflammation of Liver                | Diseases and Functions                        | 5.22E-04                      | 2.74E-04             | N.S.                |
| Cancer                               | Diseases and Disorders                        | 2.80E-05 – 5.19E-37           | 7.91E-09 - 4.38E-133 | 3.54E-03 - 2.17E-10 |
| Organismal Survival                  | Physiological System Development and Function | 2.05E-10 - 5.65E-11           | 4.63E-09 - 6.58E-46  | 5.11E-06            |
| Liver hyperplasia/hyperproliferation | Tox Functions                                 | 1.00E00 - 3.16E-14            | 4.51E-01 - 2.67E-13  | 5.43E-01 - 3.81E-05 |
| Liver Steatosis                      | Tox Functions                                 | 1.78E-01 - 2.68E-09           | 1.00E00 - 1.34E-08   | 2.71E-01 - 7.88E-04 |

N.S. Not significant.

Table S3. Transcripts significantly dysregulated in CreLox zebrafish with HCC but not in CreLox zebrafish without HCC.

[Click here to Download Table S3](#)

Table S4. Transcripts significantly dysregulated in CreLox zebrafish with HCC and in CreLox zebrafish without HCC.

[Click here to Download Table S4](#)

Table S5. Transcripts significantly dysregulated in CreLox zebrafish without HCC but not in CreLox zebrafish with HCC.

[Click here to Download Table S5](#)

Table S6: Transcripts significantly dysregulated in CreLox zebrafish with HCC and in HepABC zebrafish with HCC.

[Click here to Download Table S6](#)

Table S7: Transcripts significantly dysregulated in CreLox zebrafish with HCC but not in HepABC zebrafish with HCC.

[Click here to Download Table S7](#)

Table S8: Transcripts significantly dysregulated in HepABC zebrafish with HCC but not in CreLox zebrafish with HCC.

[Click here to Download Table S8](#)

**Table S9: Percentage cluster-wise representation of cells from Non-HCC, CreLox HCC, and HepABC HCC in integrated t-SNE plot combining all samples.**

| <b>Cluster in Integrated Analysis</b> | <b>Non-HCC %</b> | <b>CreLox %</b> | <b>HepABC %</b> | <b>Total</b> |
|---------------------------------------|------------------|-----------------|-----------------|--------------|
| 0                                     | 18.06            | 75.52           | 6.42            | 100          |
| 1                                     | 4.92             | 13.52           | 81.57           | 100          |
| 2                                     | 41.13            | 43.39           | 15.48           | 100          |
| 3                                     | 13.95            | 8.16            | 77.89           | 100          |
| 4                                     | 8.71             | 8.33            | 82.95           | 100          |
| 5                                     | 6.29             | 83.57           | 10.14           | 100          |
| 6                                     | 5.8              | 22.54           | 71.65           | 100          |
| 7                                     | 5.76             | 0.92            | 93.32           | 100          |
| 8                                     | 13.51            | 23.51           | 62.97           | 100          |
| 9                                     | 30.32            | 43.44           | 26.24           | 100          |
| 10                                    | 39.56            | 44.55           | 15.89           | 100          |
| 11                                    | 22.12            | 21.63           | 56.25           | 100          |
| 12                                    | 53.62            | 21.74           | 24.64           | 100          |
| 13                                    | 79.37            | 20.63           | 0               | 100          |

**Table S10: Genes up-regulated in Cluster 5 of the t-SNE plot consisting of livers from HCC (HepABC), HCC (CreLox) and No HCC zebrafish.**

|            |                  |
|------------|------------------|
| afp4.1     | s100a10a         |
| agxtb      | s100a10b         |
| ahcy       | s100v2           |
| aldob      | serpina7         |
| anxa4      | serpinb1         |
| apoal1a    | si:dkey-7f3.14   |
| apoab1.1   | si:dkey-86l18.10 |
| baspl      | si:dkeyp-73d8.6  |
| bhmt       | si:dkeyp-73d8.9  |
| BX908782.2 | tdo2a            |
| cdab       | tmem97           |
| cebpa      | tpt1             |
| chia.6.1   | tubb2b           |
| ckba       | txn              |
| diabloa    | uchl1            |
| eps8l3a    | uox              |
| fabp3      | uraha            |
| fabp7a     | zgc:77439        |
| fads2      | zgc:85843        |
| fdps       |                  |
| fhl1b      |                  |
| ftcd       |                  |
| g6pca.1    |                  |
| gamt       |                  |
| gpx4a      |                  |
| gstt1a     |                  |
| hmgcra     |                  |
| hmgcs1     |                  |
| hpda       |                  |
| icn        |                  |
| krt18      |                  |
| krt8       |                  |
| ldhbb      |                  |
| lgals2b    |                  |
| me1        |                  |
| mibp2      |                  |
| mid1ip1b   |                  |
| miox       |                  |
| msmol      |                  |
| mt2        |                  |
| nme4       |                  |
| pck1       |                  |
| pklr       |                  |
| pla2g12b   |                  |
| rgs4       |                  |
| rgs5a      |                  |
| rpl22l1    |                  |

Table S11. Gene Ontology analysis of genes up-regulated in Cluster 5 of the t-SNE plot consisting of livers from HCC (HepABC), HCC (CreLox) and No HCC zebrafish.

[Click here to Download Table S11](#)

**Table S12: Genes up-regulated in Cluster 4 of the t-SNE plot consisting of livers from HCC (HepABC), HCC (CreLox) and No HCC zebrafish.**

|          |         |                   |                 |
|----------|---------|-------------------|-----------------|
| afp4.1   | apoc2   | gpx4a             | si:ch73-281k2.5 |
| agt      | apom    | hp.1              | si:dkey-90m5.4  |
| ahcy     | cbln8   | hpx               | si:dkeyp-73d8.6 |
| ahsg1    | ces2    | kng1              | si:dkeyp-73d8.9 |
| ahsg2    | cflh4   | leg1.1            | tfa             |
| aldob    | cflh5   | pla2g12b          | wu:fj16a03      |
| ambp     | cyp2ad2 | serpina1          | zgc:123103      |
| apoa1a   | f2      | serpina11         | zgc:174259      |
| apoa1b   | fetub   | serpina7          | zgc:66313       |
| apoa2    | fga     | serpinc1          | zgc:77439       |
| apoa4b.1 | fgb     | serping1          |                 |
| apoc1    | fgg     | si:ch211-186e20.7 |                 |

**Table S13. Gene Ontology analysis of genes up-regulated in Cluster 4 of the t-SNE plot consisting of livers from HCC (HepABC), HCC (CreLox) and No HCC zebrafish.**

| Term                                                                       | Count | PValue | Genes                                                                                       | Fold Enrichment | Bonferroni | Benjamini | FDR  |
|----------------------------------------------------------------------------|-------|--------|---------------------------------------------------------------------------------------------|-----------------|------------|-----------|------|
| GO:0004867~serine-type endopeptidase inhibitor activity                    | 9     | 0.00   | AMBP, SERPINA7, SI:CH211-186E20.7, AGT, SERPINC1, SERPINA1, SERPING1, SERPINA1L, ZGC:174259 | 56.69           | 0.00       | 0.00      | 0.00 |
| GO:0004869~cysteine-type endopeptidase inhibitor activity                  | 4     | 0.00   | KNG1, FETUB, AHSG1, AHSG2                                                                   | 112.63          | 0.00       | 0.00      | 0.01 |
| GO:0030674~protein binding, bridging                                       | 3     | 0.00   | FGG, FGA, FGB                                                                               | 130.55          | 0.02       | 0.01      | 0.02 |
| GO:0004866~endopeptidase inhibitor activity                                | 3     | 0.00   | FETUB, AHSG1, AHSG2                                                                         | 43.52           | 0.13       | 0.04      | 0.08 |
| GO:0031210~phosphatidylcholine binding                                     | 2     | 0.02   | APOA1B, APOA1A                                                                              | 119.67          | 0.68       | 0.21      | 0.50 |
| GO:0060228~phosphatidylcholine-sterol O-acyltransferase activator activity | 2     | 0.02   | APOA1B, APOA1A                                                                              | 106.38          | 0.73       | 0.19      | 0.26 |
| GO:0008289~lipid binding                                                   | 3     | 0.02   | APOA4B.1, APOA1B, APOA1A                                                                    | 13.42           | 0.76       | 0.18      | 0.70 |
| GO:0015485~cholesterol binding                                             | 2     | 0.03   | APOA1B, APOA1A                                                                              | 59.84           | 0.90       | 0.25      | 0.60 |
| GO:0017127~cholesterol transporter activity                                | 2     | 0.03   | APOA1B, APOA1A                                                                              | 59.84           | 0.90       | 0.25      | 0.60 |
| GO:0005102~receptor binding                                                | 3     | 0.07   | FGG, FGA, FGB                                                                               | 6.50            | 1.00       | 0.45      | 0.71 |

**Table S14: Genes up-regulated in Cluster 7 of the t-SNE plot consisting of livers from HCC (HepABC), HCC (CreLox) and No HCC zebrafish.**

|          |         |        |                   |
|----------|---------|--------|-------------------|
| a2ml     | c3a.6   | fetub  | serpina1          |
| ahsg1    | c9      | fga    | serpina11         |
| ahsg2    | cbln8   | fgb    | si:ch211-212c13.8 |
| ambp     | ces2    | fgg    | si:ch73-281k2.5   |
| apoa1b   | ces3    | fn1b   | si:dkeyp-73d8.6   |
| apoa2    | cfb     | hpx    | si:dkeyp-73d8.9   |
| apoa4b.1 | cfhl4   | itih3a | slc38a4           |
| apoba    | cp      | kng1   | tfa               |
| apobb.1  | crp2    | leg1.1 | ugt1a2            |
| apom     | crp3    | p4hb   | wu:fj16a03        |
| bfb      | cyp1a   | pck2   | zgc:112265        |
| c3a.1    | cyp2ad2 | plg    | zgc:123103        |
| c3a.2    | f2      | rltgr  | zgc:153921.1      |
| c3a.3    | f5      | rbp1b  |                   |

**Table S15. Gene Ontology analysis of genes up-regulated in Cluster 7 of the t-SNE plot consisting of livers from HCC (HepABC), HCC (CreLox) and No HCC zebrafish.**

[Click here to Download Table S15](#)

**Table S16: Percentage of cells from each sample expressing 0, 1, 2, 3 or 4 Wnt targets *axin2*, *mtor*, *glul*, *myca*, and *wif1*.**

| Number of Wnt targets | No HCC | CreLox HCC | HepABC HCC |
|-----------------------|--------|------------|------------|
| 0                     | 89.6   | 86.8       | 44.3       |
| 1                     | 9.3    | 10.3       | 40.5       |
| 2                     | 1.1    | 2.1        | 13         |
| 3                     | 0      | 0.8        | 2          |
| 4                     | 0      | 0          | 0.2        |
| <b>Total %</b>        | 100    | 100        | 100        |

**Table S17: *jun* expression in cells isolated from livers of Non-HCC, CreLox HCC, and HepABC HCC**

|                 | % cells expressing <i>jun</i> | Average expression level<br>(arbitrary log normalized<br>unit *) | <i>p</i> value<br>(vs. no HCC) |
|-----------------|-------------------------------|------------------------------------------------------------------|--------------------------------|
| No HCC          | 52.6                          | 3.717897                                                         |                                |
| HCC<br>(CreLox) | 21                            | 4.799917                                                         | < 0.0001                       |
| HCC<br>(HepABC) | 83.54                         | 3.81732                                                          | 0.0004                         |

\* Units were log normalized using Seurat's Log10 normalization method.

**Table S18: Cell quality control filtering statistics**

| Sample       | SampleID | Cells Passing QC Filters | Low UMI count | Low gene count | High % Mitochondrial | PCA of QC metrics outliers |
|--------------|----------|--------------------------|---------------|----------------|----------------------|----------------------------|
| HCC (HepABC) | 15547X1  | 5830                     | 0             | 0              | 1380                 | 1720                       |
| HCC (CreLox) | 15547X2  | 2785                     | 0             | 0              | 1307                 | 1253                       |
| No HCC       | 15547X4  | 3218                     | 0             | 0              | 11                   | 230                        |

Table S19: Markers used to predict cluster composition in livers from No HCC zebrafish.

[Click here to Download Table S19](#)

Table S20: Markers used to predict cluster composition in livers from HCC (CreLox) zebrafish.

[Click here to Download Table S20](#)

**Table S21: Markers used to predict cluster composition in livers from HCC (HepABC) zebrafish.**

| Gene                | Log fold change (average) | P value (adjusted) | Cluster | Predicted Cell Type                 |
|---------------------|---------------------------|--------------------|---------|-------------------------------------|
| ahsg1               | 0.30684514                | 1.50E-50           | 0       | Hepatocytes                         |
| hpx                 | 0.39879044                | 1.81E-45           | 0       | Hepatocytes                         |
| afp4.1              | 0.74106153                | 3.10E-228          | 1       | Hepatocytes                         |
| ahsg1               | 0.28787103                | 4.46E-21           | 2       | Hepatocytes                         |
| apobb.1             | 0.26714745                | 1.07E-15           | 2       | Hepatocytes                         |
| fetub               | 0.31855413                | 1.19E-25           | 2       | Hepatocytes                         |
| hpx                 | 0.55067028                | 9.91E-47           | 2       | Hepatocytes                         |
| ucpl                | 0.2505341                 | 6.44E-24           | 2       | Hepatocytes                         |
| hpx                 | 0.44955698                | 2.15E-29           | 3       | Hepatocytes                         |
| fabp10a             | 0.30927872                | 5.54E-50           | 4       | Hepatocytes                         |
| ucpl                | 0.32230532                | 1.08E-24           | 4       | Hepatocytes                         |
| adh8a               | 0.29238025                | 6.70E-07           | 7       | Hepatocytes                         |
| fbp1b               | 0.26385816                | 8.03E-08           | 7       | Hepatocytes                         |
| gstt1a              | 0.25554857                | 1.45E-07           | 7       | Hepatocytes                         |
| si:ch211-270n8.1    | 0.37144675                | 3.89E-05           | 7       | Hepatocytes                         |
| zgc:123103          | 0.32403081                | 5.88E-09           | 7       | Hepatocytes                         |
| coro1a              | 1.56441663                | 4.36E-230          | 5       | Immune cells                        |
| coro1a              | 2.03229575                | 2.77E-95           | 8       | Immune cells                        |
| ctss2.1             | 2.51451992                | 0                  | 5       | Immune cells                        |
| ctss2.2             | 2.53690115                | 7.47E-110          | 5       | Immune cells                        |
| mfap4               | 1.83148943                | 3.63E-289          | 5       | Immune cells                        |
| MFAP4 (1 of many).2 | 2.52132639                | 0                  | 5       | Immune cells                        |
| mpeg1.1             | 2.21584506                | 0                  | 5       | Immune cells                        |
| wasb                | 1.43659107                | 1.07E-188          | 5       | Immune cells                        |
| wasb                | 2.09590626                | 3.48E-99           | 8       | Immune cells                        |
| actb2               | 0.36766069                | 3.77E-11           | 6       | Hepatic stellate/ endothelial cells |
| krt8                | 0.62566416                | 1.73E-11           | 6       | Hepatic stellate/ endothelial cells |

**Table S22: Markers used to predict cluster composition in t-SNE plot consisting of livers from HCC (HepABC), HCC (CreLox) and No HCC zebrafish.**

[Click here to Download Table S22](#)

How the deposited data were processed for this re-analysis (not part of the article)

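Bulk liver RNA-seq libraries of 20 adult male zebrafish from 2 experiments were analysed. The CreLox experiment held 4 CreLox zebrafish with HCC, 2 CreLox zebrafish without HCC and 4 sibling controls with the Cre driver transgene only, all at 11 mpf. The HepABC experiment held 5 HepABC zebrafish with HCC and 5 non-transgenic siblings without HCC, all at 6 mpf. Groups, ages and treatments were taken from the sample labels and the paper's methods. The single-cell libraries, the pathway analysis and the imaging of the paper were not analysed here.

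The values the authors deposited are unnormalized counts of reads per Ensembl gene, with 1 column per fish and 32520 genes per table. To make them, the authors prepared strand-specific mRNA libraries and paired reads, removed optical duplicates in the CreLox experiment with BBMap's clumpify, trimmed adapters with cutadapt, aligned the reads with STAR to the GRCz11 zebrafish genome with the Ensembl annotation, and counted them with featureCounts. No removal of duplicates is described for the HepABC experiment. The deposited counts therefore include the authors' filtering of reads and no normalization, and the reads themselves were not reprocessed. Of the gene identifiers, 29201 have a symbol in the reference table, and 6136 of these share their symbol with another identifier. Genes are given by the symbol of that table with the identifier.

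Library totals ranged from 20903187 to 37994885 counts. At this depth, a gene at 1 CPM has at least 20 counts in every library, and a gene with no count in a library can be placed only under 3 counts. Folds against a group in which every library had at most 3 counts are therefore given as lower bounds computed at 3 counts. These bounds cover counting error only, since reads without molecular identifiers are not independent molecules. The Wilson intervals at the 95% level are for proportions of genes; they treat genes as independent, which they are not, and do not cover variation between fish. No pair of libraries held the same counts (lowest chi-square per degree of freedom 65.7).

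Counts were analysed with R 4.3.3 and edgeR 4.0.16. TMM factors were computed, genes were kept by filterByExpr on the groups, and a quasi-likelihood model with group means was fitted (glmQLFit and glmQLFTest), once to the 10 CreLox libraries, once to the 10 HepABC libraries and, for the difference in change between the models, once to all 20 libraries. p-values were adjusted over all genes tested by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 are called significantly dysregulated. The comparisons were CreLox HCC against Cre driver controls, CreLox zebrafish without HCC against the same controls, CreLox HCC against CreLox zebrafish without HCC, HepABC HCC against non-transgenic controls, and the interaction of the last with the first. CPM values use the TMM-scaled library sizes, with 0.1 added before logarithms are taken for single fish. Overlaps between the models were tested by Fisher's exact test, one-sided, over the genes tested in both experiments. Since both CreLox comparisons use the same controls, their overlap was set against 40 simulations of unchanged fish without HCC; a first design of this simulation was faulty and was replaced after its output was seen.

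The design, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined, except where the text says otherwise. The genes named are those the paper names for its bulk RNA-seq, fabp10a, and, for each comparison of groups, up to 3 genes with the largest increase and 3 with the largest decrease among the significant genes with a symbol, an average log2 CPM of at least 1 and every fish of one group beyond every fish of the other. Where fewer genes met the rule, fewer are named. The alternatives for the genes named for their large changes, and the low-count filters for the genes the paper names, were added after seeing the data.

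The alternatives were DESeq2 1.42.0 with its Wald test at adjusted p-values under 0.05 and under 0.1, DESeq2's size factors in edgeR, library size without TMM factors, all genes with at least 1 count, genes with at least 10 counts in every library, limma 3.58.1's voom with sample weights, an unadjusted p-value under 0.05, an added minimum of 1 for the absolute log2 fold change, a fit of the compared groups alone, each fish left out in turn, the paper's 25903 genes as background, and overlap in the same direction only. Groups were also regrouped at random, with 35 regroupings of the CreLox fish with HCC and controls and 100 in the other cases, the real grouping included. No fish is shared between groups, so no paired analysis was possible. Random draws used the seed 20191001.

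Gene lists were tested by limma's camera with a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, over 16 lists and 5 comparisons, or 80 tests. The lists were Wnt feedback and target genes, the Wnt/β-catenin targets the paper names, cell cycle, hepatocyte, immune, stellate and endothelial, biliary, erythrocyte, exocrine pancreas, intestine, female liver and estrogen response, acute phase and complement, cholesterol biosynthesis, and the genes of the paper's single-cell clusters 4, 5 and 7. Members without a symbol of the same spelling were matched by the symbol in capitals or without its paralog letter.

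The tests were run first on simulated data in which about 200 genes were changed by a log2 fold change of 2 or 3, up or down. Recovery of single genes with smaller changes was not measured. edgeR's test recovered 61.5% of 195 changed genes for CreLox HCC, 45.4% of 196 for CreLox zebrafish without HCC, 51.3% of 197 for the direct comparison, 77.3% of 185 for HepABC HCC and 39.4% of 188 for the interaction, with 8, 3, 8, 7 and 1 unchanged genes called. DESeq2's Wald test recovered 86.6%, 74.0%, 74.9%, 89.1% and 60.2%, with 51, 49, 59, 46 and 28 unchanged genes called. limma voom recovered 71.6% of 197, 44.8% of 194, 50% of 196, 75.4% of 187 and 47.2% of 195, with 5, 6, 3, 11 and 6 unchanged genes called. Of 20 simulated sets, the 1 raised set had a p-value under 0.05 by camera and by fry, as had 1 and 2 of the unchanged sets. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.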

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

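The tests on regroupings for the interaction, on 1 female fish among the HepABC fish, on library size for the cell cycle genes, and on the falls of exocrine pancreas and erythrocyte genes in HepABC HCC were chosen after the results were seen.

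Single fish lay far from the others of their group in 14 of 159 groups of values examined, where chance gives 7.95. The share of counts in the 10 most abundant genes was 15.5% in HepABC HCC fish 317E5 (others 11.4% to 12.5%). Mean log2 CPM was 4.77 for the paper's Wnt targets in CreLox HCC fish 605 (others 4.16 to 4.17), 2.14 for the Wnt feedback and target genes in control fish 628 (0.72 to 0.96), -0.65 for the female liver list in CreLox HCC fish 624 (0.46 to 0.58) and 12.13 for cluster 4 in control fish 317C4 (11.69 to 11.79). On the log2 CPM scale, JUN (ENSDARG00000043531) was 6.39 in CreLox HCC fish 623 (5.24 to 5.37), MYC (ENSDARG00000007241) 4.11 in control fish 622 (6.72 to 7.07), GLUL (ENSDARG00000100003) 1.65 in CreLox HCC fish 604 (3.45 to 3.65), IYD (ENSDARG00000076056) -1.77 in control fish 622 (others -3.32, no counts), SQLE (ENSDARG00000079946) 2.91 in control fish 628 (-3.32 to -2.78), ctrl (ENSDARG00000068680) -0.26 in CreLox HCC fish 624 (1.35 to 1.65) and si:dkey-150l7.10 (ENSDARG00000105608) 1.94 in HepABC HCC fish 317E5 (others -3.32, no counts). For rln1 (ENSDARG00000103762) the values were -1.76 in HepABC HCC fish 317E9 (2.93 to 4.81) and 3.90 in control fish 317C8 (-2.32 to -1.61). A swap of these fish is argued against by the first principal component, where fish 317C8 lay at -82.7 among the controls and fish 317E9 at 64.9 among the fish with HCC. No biological explanation was tested for these fish.

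The change from controls differed between HepABC HCC and CreLox HCC for 2115 genes by the interaction test. Of 100 regroupings of the fish within each experiment, the real one included, 2 gave as many genes. The other one, with 2630 genes, held the mirror of the real HepABC groups, and the next gave 5. The regrouping with 2630 genes also kept only 1 of the 4 CreLox HCC fish in their group, near the mirror of the CreLox groups. These regroupings therefore cannot tell whether the number follows the HepABC groups, the CreLox groups or both. Age, the genotype and larval treatment of the controls and the removal of optical duplicates follow the experiments and cannot be told apart from a difference between the models, which stays open as a biological explanation.

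Cell cycle genes rose more in HepABC HCC than in CreLox HCC (median difference in log2 fold change 2.57, all 43 genes in that direction, adjusted p = 0.00820 by limma's fry). In HepABC HCC the median was 2.92, with 42 of 42 genes higher and 39 significant; in CreLox HCC it was 0.41, with 23 of 31 higher and 0 significant. Greater depth of the HepABC libraries is argued against, since after thinning them to the CreLox depth the median was still at least 2.86. More dividing cells in HepABC HCC, or the difference in age, may account for this and were not tested further.

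Hepatocyte genes fell more in HepABC HCC than in CreLox HCC (median difference -1.72, adjusted p = 6.44e-04 by limma's fry), as did acute phase and complement genes (-2.03, adjusted p = 0.00372), cluster 4 (-1.61, adjusted p = 1.42e-04) and cluster 7 (-1.72, adjusted p = 2.98e-04). These lists overlap: 17 of 19, 13 of 19, 30 of 37 and 33 of 48 identifiers are also in another list. The difference was more negative for 19 of 19, 16 of 19, 36 of 37 and 44 of 47 genes tested. A lower share of hepatocytes would raise the genes of all other liver cells; in HepABC HCC the stellate and endothelial list had a median of -1.13 while the biliary list rose (0.78), which argues against it as the whole cause. In CreLox HCC the immune list had a median of -0.641 and the hepatocyte list -0.49. Both passed adjustment in limma's camera (adjusted p = 0.0142 and 0.00465) and neither did in limma's fry (0.327 and 0.240). As the methods differ, a change of cell shares cannot be told apart there from a change within cells.

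Erythrocyte genes, which the paper uses for its single-cell clusters and does not name for its bulk RNA-seq, fell in HepABC HCC (median -2.96, 8 of 8 genes, all significant) and fell more than in CreLox HCC (difference -2.50, adjusted p = 0.00232 by limma's fry). The smallest fall was -2.59 and the largest -5.15 (hbaa2), with p = 0.126 in a chi-squared test of heterogeneity over the 8 genes. That test takes the genes as independent. All were measured in the same fish, so it cannot show that the falls were equal. Less blood in the dissected livers is a candidate explanation; it cannot be told apart from fewer erythrocytes in the tumors, since no measure of blood is among the values.

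Exocrine pancreas genes, also not named for the bulk RNA-seq, fell in HepABC HCC (median -7.98, 15 of 15 genes significant). The list's summed level was between 17.5 and 34.2 CPM in the HepABC HCC fish, 22.6 CPM in control fish 317C8 and up to 9526 CPM in control fish 317C1. As 1 control carried as little as the fish with HCC, pancreas tissue dissected with some livers is a candidate explanation. The same explanation extends to ctrl (ENSDARG00000068680; difference between the models -5.63, adjusted p = 0.0307 from edgeR) and ela2l (ENSDARG00000056765; -6.03, adjusted p = 0.0313), which are on the list. For ENSDARG00000074547 (-6.02, adjusted p = 0.0145 from edgeR), which is not on it, no explanation was tested.

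The female liver and estrogen response list rose more in HepABC HCC than in CreLox HCC (median difference 2.85, 7 of 8 genes, adjusted p = 0.0417 by limma's fry). Its median in HepABC HCC was 3.82, with 5 of 6 genes significant. The level of vtg1 reached 117 CPM in fish 317E9 and vtg3 reached 101 CPM in fish 317E5. All 5 HepABC HCC fish had a higher mean of the list (0.81 to 2.94 log2 CPM) than every control (-1.76 to -0.54), and more vtg3 (at least 0.824 CPM, against at most 0.114), which a single female fish cannot give; the fits without each fish also gave at least 4524 significant genes. The paper describes these fish as male. Whether an estrogen response contributes to the HepABC HCC result stays open, as no measure of estrogen is among the values.

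The change of single genes also differed between the models: WIF1 (ENSDARG00000005541) by 3.21 (adjusted p = 0.0195 from edgeR), GLUL (ENSDARG00000100003) by 4.31 (adjusted p = 0.0126), FABP1 (ENSDARG00000059227) by -6.81 (adjusted p = 0.0251), cep135 (ENSDARG00000002991) by 4.62 (adjusted p = 6.72e-04) and SQLE (ENSDARG00000079946) by a fitted 11.25 (adjusted p = 0.0447), which is no bound, as the non-transgenic controls had no count. For cep135 the change was -2.87 in CreLox HCC, where the Cre driver controls (4.05 to 5.11 CPM) lay above the CreLox fish and the non-transgenic controls, and 1.73 in HepABC HCC (1.01 to 3.77 CPM, against 0.368 to 1.04 CPM), so both changes enter the difference. FABP1 and SQLE each share their symbol with another identifier, and reads shared between such copies were not tested. No biological explanation was tested for these genes.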

How the results depend on the processing

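No test in this part was chosen after the result was seen, apart from the alternatives for the genes named for their large changes.

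Changes beyond 1.5 times in the number of significant genes were as follows. In CreLox HCC (707), DESeq2's Wald test gave 2128, its threshold of 0.1 gave 2930 and the unadjusted p-value 3952; the fits without 1 fish ran from 234 (without fish 604) to 996 (without fish 624). In CreLox zebrafish without HCC (53), DESeq2 gave 338, its threshold of 0.1 gave 528, at least 10 counts in every library 13, limma voom 2, the unadjusted p-value 1712 and the compared groups alone 26; the fits ran from 24 (without control fish 630) to 40 (without control fish 622), with 80 without fish 624 of the HCC group in the same fit, and leaving out 1 of the 2 fish without HCC leaves 1 fish, so no count is given. In the direct comparison (1), DESeq2 gave 16 and 26 at its thresholds, the unadjusted p-value 514, and both the filter of at least 10 counts and the compared groups alone 0. In HepABC HCC (5342), library size alone gave 8809. For the interaction (2115), library size alone gave 3482, the unadjusted p-value 5129 and DESeq2 at 0.1 gave 4223; the fits ran from 1211 (without control fish 628) to 2374 (without fish 317E9), with 1357 without fish 624. Fewer fish or genes in a fit and looser thresholds account for part of these by construction; for the rest, the cause was not tested.

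The percentage of CreLox HCC genes not significant without HCC (92.6%) moved to 86.0% with DESeq2 (84.1% at 0.1), 95.6% with library size alone, 89.3% with all genes with a count, 97.6% with at least 10 counts in every library, 99.7% with limma voom, 66.2% unadjusted and 96.0% with the compared groups alone, and from 83.6% (without fish 605) to 95.0% (without control fish 630). The correlation between the models (0.451) was 0.234 with all genes with a count, 0.322 as Spearman's rho and 0.567 over genes significant in either. The percentage shared with HepABC HCC (49.4%) stayed between 46.7% and 63.0% over the alternatives, with Fisher's exact p from 1.57e-72 to 3.04e-14.

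The Wnt list in CreLox HCC (limma's camera, p = 0.0153) had p = 0.111 under limma's fry and 0.266 with an estimated correlation, and from 3.00e-04 (without control fish 628) to 0.0950 (without control fish 621) in limma's camera. In CreLox zebrafish without HCC (0.00217) limma's fry gave 0.117 and the estimated correlation 0.163. The cause was not tested.

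Library size alone shifted the median log2 fold change of all genes to 0.22 in CreLox HCC, 0.10 without HCC, 0.87 in HepABC HCC and 0.63 in the interaction. By this shift MTOR (ENSDARG00000053196) reversed to 0.19, 0.13, 0.0548 (direct comparison) and 0.71 (HepABC HCC, adjusted p = 0.00485 from edgeR), and GLUL (ENSDARG00000099776) to 0.0378 in HepABC HCC. It also reversed the medians of the female liver (CreLox HCC), immune and intestine (HepABC HCC), Wnt and intestine (direct comparison), and stellate and cluster 5 (interaction) lists, whose medians relative to all genes kept their sign. Under limma voom, GLUL (ENSDARG00000099776) was -0.0400 and MYC (ENSDARG00000007241) -0.44 without HCC, and MYC 9.40e-04 in HepABC HCC. Without 1 fish, GLUL (ENSDARG00000099776) ran from -1.61 (fish 624) to 0.39 (fish 621) in CreLox HCC and from -1.48 (fish 609) to 0.94 (fish 625) without HCC, MYC (ENSDARG00000007241) from -2.99 (fish 609) to 1.13 (fish 625) without HCC and from -1.48 (fish 317C4) to 0.32 (fish 317C2) in HepABC HCC, and MTOR from -0.25 (fish 625) to 0.18 (fish 609) without HCC and from -0.25 (fish 609) to 0.17 (fish 625) in the direct comparison. Signs also changed when 1 of the 2 fish without HCC was left out (untested, as 1 remains); the ranges without 1 fish were, in the direct comparison, for AXIN2 (-1.31 to 0.57), both GLUL genes (ENSDARG00000100003, -1.43 to 0.96; ENSDARG00000099776, -1.78 to 1.17), both MYC genes (ENSDARG00000007241, -1.63 to 2.499; ENSDARG00000045695, -0.0113 to 2.82) and fabp10a (-0.23 to 0.38), and without HCC for MYC (ENSDARG00000045695, -0.0606 to 2.80). Of 669 alternative values for 54 gene results, 604 were the same, 26 weaker, 11 stronger, 16 reversed and 12 moved.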

Differences from the paper's values

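The tests with DESeq2 and the paper's background together, and the low-count filters for single genes, were chosen after the values were seen; the other alternatives named here were set before the data were examined.

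The paper's number of significantly dysregulated genes in CreLox zebrafish with HCC is 1984, against 707 here. With DESeq2's Wald test, the paper's tool, the number was 2128 at an adjusted p-value under 0.05 and 2930 at an adjusted p-value under 0.1, both within 1.5 times the paper's value. The other alternatives did not close the gap: DESeq2's size factors in edgeR gave 710, library size alone 1042, all genes with a count 637, at least 10 counts in every library 541, limma voom 737, an unadjusted p-value 3952, an added fold change threshold 646 and the compared groups alone 607. Leaving out 1 fish gave between 234 and 996.

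Without HCC, the paper's number for CreLox zebrafish is 288, against 53 here. DESeq2's Wald test at an adjusted p-value under 0.05 gave 338, within 1.5 times the paper's value. DESeq2 at an adjusted p-value under 0.1 gave 528, the unadjusted p-value 1712, limma voom 2, at least 10 counts in every library 13, all genes with a count 69, library size alone 47, DESeq2's size factors and the fold change threshold 53 each, and the compared groups alone 26. None of these closed the gap, and neither did leaving out a control, which gave between 24 and 40.

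Of the genes dysregulated with HCC, the paper's number not dysregulated without HCC is 1752, against 655 here. Under DESeq2's Wald test it was 1831 at an adjusted p-value under 0.05 and 2465 under 0.1, and the unadjusted p-value gave 2616, all within 1.5 times the paper's value. The others gave between 528 with at least 10 counts in every library and 996 with library size alone, and did not close the gap. As a percentage, the value here of 92.6% was within 1.5 times the paper's 88%.

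The paper's number of genes dysregulated in both CreLox HCC and HepABC HCC is 989, against 349 here. Shared under DESeq2's Wald test were 1006 at an adjusted p-value under 0.05 and 1461 under 0.1. The unadjusted p-value gave 1847, library size alone 656, and the others between 258 and 385, none within 1.5 times the paper's value. The percentage, 49.4% here, did not differ from the paper's 50%, and the number of genes in HepABC HCC, 5342, was within 1.5 times the paper's 6717.

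For this overlap the paper's p-value is 6.3e-121, against 1.37e-27 here. None of the alternatives came within 1.5 times the paper's p-value, with values from 1.57e-72 when all genes with a count were kept to 3.04e-14 with at least 10 counts in every library. The paper's background of 25903 genes gave 1.06e-66, and overlap in the same direction alone gave 9.89e-22. That background was also paired with the fits that left out 1 fish, after the values were seen. The hypergeometric p then ran from 4.17e-119 without fish 624 to 4.90e-37 without fish 604. With DESeq2's Wald test and the paper's background together, a pairing chosen after the values were seen, the exact hypergeometric p was 2.71e-137 at an adjusted p-value under 0.05 and 1.65e-164 under 0.1.

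Upregulated in both models were about 440 genes in Fig. 6B, read by eye as the paper's value, against 195 here. By DESeq2's Wald test there were 429 at an adjusted p-value under 0.05 and 581 under 0.1, and library size alone gave 560, within 1.5 times the paper's value, while the unadjusted p-value gave 697 and the others between 112 and 217. Downregulated in both were about 430 genes in Fig. 6B, read by eye as the paper's value, against 137 here. At an adjusted p-value under 0.05, DESeq2's Wald test gave 445. At under 0.1 it gave 648 and the unadjusted p-value 799, and the others gave between 75 and 209, none of which closed the gap.

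The paper states that jun, axin2 and myca were significantly upregulated in HCC in the bulk data, with reference to the genes shared by both models. Here JUN (ENSDARG00000043531) was significantly upregulated in HepABC HCC and had an adjusted p-value of 0.0816 in CreLox HCC. DESeq2's Wald test (0.0113) and limma voom (0.0447) called it there, in a range of 0.0113 to 0.0984 over the alternatives. AXIN2 (ENSDARG00000100149) was significantly upregulated in HepABC HCC and had an adjusted p-value of 0.180 in CreLox HCC, and no setting run called it in CreLox HCC at 0.05, with adjusted p-values from 0.0838 to 0.193 over the alternatives with all fish and from 0.146 to 0.357 when each fish was left out; its unadjusted p-value of 0.0358 is under 0.05. The files list MYC under a pair of identifiers without saying which is myca. ENSDARG00000045695 had adjusted p-values of 0.0779 in CreLox HCC and 0.0573 in HepABC HCC. It was called in CreLox HCC by DESeq2's Wald test (0.00340, range 0.00340 to 0.126) and without fish 624 (0.0371), and in HepABC HCC by DESeq2's Wald test (0.0209, range 0.00515 to 0.0661), by library size alone (0.00515), with at least 10 counts in every library (0.0409, chosen after the values were seen) and without fish 317C5 (0.0135). ENSDARG00000007241 had an adjusted p-value of 0.792 in CreLox HCC and was called by no setting.

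In Table S2 the paper lists Wnt/β-catenin signaling as significant in CreLox HCC and HepABC HCC and not in CreLox zebrafish without HCC. A list of 28 Wnt feedback and target genes, which differs from the gene set of the paper's pathway analysis, had a camera p of 0.00217 and a median log2 fold change of 0.30 in CreLox zebrafish without HCC, against 0.0153 and 0.01 in CreLox HCC. Under fry both p-values were above 0.05 (0.117 and 0.111).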

Other observations

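The tests on genes significant in both CreLox comparisons, on a variant in si:dkey-150l7.10 and on CTNNB1 were chosen after the results were seen.

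Of the 35 ways to split the 8 CreLox HCC and control fish into equal groups, the real one included, 1 gave as many significant genes as CreLox HCC, and no other gave more than 1. Of 100 splits of the HepABC fish, 1 gave as many as HepABC HCC, with at most 5 in the others. Of 100 regroupings in both experiments, 1 gave as large an absolute correlation between the models. For the Wnt list, 12 of the 35 splits gave as small a camera p as in CreLox HCC, and 9 of 100 as in HepABC HCC, so the camera p alone does not set the list apart from random groupings. In HepABC HCC the list was higher in every fish with HCC (mean log2 CPM 2.68 to 3.45) than in every control (1.06 to 1.90), and 10 of its 16 tested genes were significant.

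How far the number of fish accounts for fewer significant genes without HCC (53) than with HCC (707) stays open. With 2 of the 4 fish with HCC, the number was 498 (604 and 605), 323 (604 and 623), 53 (604 and 624), 369 (605 and 623), 51 (605 and 624) and 49 (623 and 624). Every pair gave fewer than 707, but the pairs without fish 624 stayed far above 53, so the effect of fewer fish cannot be told apart from that of fish 624 by these 6 pairs. Shared controls alone did not make both comparisons change as alike in the simulations, where the fish without HCC were drawn as unchanged. There r was at most 0.211 with the changes of the HCC fish kept and at most 0.437 with these unchanged too, against 0.766. At most 1 gene was significant in both, against 52. Each gene was drawn independently, so variation that genes share among the controls was left out, and its part stays open.

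The larger number in HepABC HCC was not explained by depth, with at least 5205 significant genes after thinning, or by the number of fish, with at least 3569 at 4 fish per group.

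Pancreas tissue in the controls cannot give the 403 genes upregulated in CreLox HCC or the 2766 in HepABC HCC. In CreLox HCC the pancreas list fell (median -2.89, 16 of 16 genes, 0 significant over all genes, 14 when adjusted over the list alone), with 62.3 to 766 CPM in the controls and 21.1 to 64.5 in the fish with HCC. On a female fish or an estrogen response among the CreLox fish the vitellogenin genes go both ways: vtg1 was at most 0.777 CPM there, under the 9.39 CPM of control fish 621, while vtg3 was 1.34, 1.24 and 1.73 CPM in fish 604, 605 and 623 with HCC against at most 0.216 CPM in the controls, so this stays open.

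The only gene in the direct CreLox comparison, si:dkey-150l7.10 (ENSDARG00000105608), was at 0 counts in 7 of 10 fish of the HepABC experiment and at 122 counts or more in fish 317C1, 317C2 and 317E5, so a variant that segregates among the fish is a candidate explanation for it. For the CreLox HCC genes as a whole, such variants cannot be told apart from an effect of HCC, since no genotype of the CreLox fish was used here. Of these genes, 3.25% (23) were at 50 counts or more in some non-transgenic controls and at 3 or fewer in others, against 1.98% of the other genes (Fisher's exact test, two-sided, p = 0.0278).

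CTNNB1 (ENSDARG00000014571) changed by 0.79 in CreLox HCC (adjusted p = 0.0663 from edgeR), 0.77 without HCC (adjusted p = 0.370) and 1.21 in HepABC HCC (adjusted p = 0.00124), while ctnnb2 (ENSDARG00000023472) changed by 0.17, -0.04 and 0.41. Reads of the transgene counted on CTNNB1 cannot be told apart from a rise of the gene itself, since the counts do not separate their sequences.

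Of the 80 list tests, 42 passed adjustment in limma's camera at the preset correlation, 23 in limma's fry and 19 in both; with an estimated correlation none did (smallest adjusted p = 0.113, in limma's camera). Median log2 fold changes in CreLox HCC, without HCC and in HepABC HCC were 0.42, 0.40 and 1.48 for the paper's Wnt targets, -0.64, -0.27 and -0.25 for immune, -0.34, -0.62 and -1.13 for stellate and endothelial, 0.42, 0.45 and 0.78 for biliary, -0.37, -0.74 and -2.96 for erythrocyte, 0.28, 0.56 and -0.80 for intestine, -0.32, -1.59 and 3.82 for female liver, -0.49, -0.32 and -2.46 for acute phase, 0.20, -0.11 and 1.70 for cholesterol biosynthesis, 0.12, 0.01 and 0.01 for cluster 5, -0.42, -0.21 and -1.77 for cluster 4 and -0.49, -0.24 and -2.29 for cluster 7 genes. With genes at the floor set to their bounds, none of these medians changed. Identifiers above 1 CPM in every control fish numbered 6 of 8 for the paper's Wnt targets, 9 of 26 for Wnt feedback and target genes, 3 of 44 for cell cycle, 19 of 19 for hepatocyte, 16 of 28 for immune, 16 of 19 for stellate and endothelial, 11 of 12 for biliary, 8 of 9 for erythrocyte, 6 of 16 for exocrine pancreas, 3 of 12 for intestine, 2 of 11 for female liver, 18 of 19 for acute phase, 13 of 23 for cholesterol biosynthesis, 52 of 60 for cluster 5, 37 of 37 for cluster 4 and 46 of 48 for cluster 7.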
